# KLF6 alleviates hepatic ischemia-reperfusion injury by inhibiting autophagy

**DOI:** 10.1038/s41419-023-05872-3

**Published:** 2023-07-01

**Authors:** Jiye Li, Dongsheng Yu, Chenhui He, Qiwen Yu, Zhongkun Huo, Yi Zhang, Shuijun Zhang

**Keywords:** Liver diseases, Predictive markers

## Abstract

Hepatic ischemia-reperfusion (I/R) injury, a common clinical complication of liver transplantation, gravely affects patient prognosis. Krüppel-like factors (KLFs) constitute a family of C2/H2 zinc finger DNA-binding proteins. KLF6, a member of the KLF protein family, plays crucial roles in proliferation, metabolism, inflammation, and injury responses; however, its role in HIR is largely remains unknown. After I/R injury, we found that KLF6 expression in mice and hepatocytes was significantly upregulated. Mice were then subjected to I/R following injection of shKLF6- and KLF6-overexpressing adenovirus through the tail vein. KLF6 deficiency markedly exacerbated liver damage, cell apoptosis, and activation of hepatic inflammatory responses, whereas hepatic overexpression of KLF6 in mice produced the opposite results. In addition, we knocked out or overexpressed KLF6 in AML12 cells before exposing them to a hypoxia-reoxygenation challenge. KLF6 knockout decreased cell viability and increased hepatocyte inflammation, apoptosis, and ROS, whereas KLF6 overexpression had the opposite effects. Mechanistically, KLF6 inhibited the overactivation of autophagy at the initial stage, and the regulatory effect of KLF6 on I/R injury was autophagy-dependent. CHIP-qPCR and luciferase reporter gene assays confirmed that KLF6 bound to the promoter region of Beclin1 and inhibited its transcription. Additionally, KLF6 activated the mTOR/ULK1 pathway. Finally, we performed a retrospective analysis of the clinical data of liver transplantation patients and identified significant associations between KLF6 expression and liver function following liver transplantation. In conclusion, KLF6 inhibited the overactivation of autophagy via transcriptional regulation of Beclin1 and activation of the mTOR/ULK1 pathway, thereby protecting the liver from I/R injury. KLF6 is expected to serve as a biomarker for estimating the severity of I/R injury following liver transplantation.

## Introduction

Liver transplantation (LT) is an effective strategy for the treatment of liver cancer and end-stage liver diseases [1, 2]. However, from the harvesting and cold preservation of the donor organs to the anastomosis of the donor and recipient vessels and the restoration of hepatic blood flow, ischemia-reperfusion (I/R) injury is inevitable. This often results in impaired graft function, including early allograft dysfunction, primary nonfunction, ischemic bile duct injury, and recurrence of liver cancer after transplantation [3–5]. Currently, the primary methods to alleviate I/R injury include ischemic preconditioning, drug application, and machine perfusion [6, 7]. However, due to their limitations, the popularization and clinical application of these techniques have been challenging [8, 9]. Therefore, it is necessary to elucidate the mechanism underlying the occurrence and development of I/R injury in order to develop novel targets and methods for clinical treatment.

The family of Krüppel-like factors (KLFs) regulates multiple cellular biological processes, including proliferation, differentiation, metabolism, as well as the maintenance of cellular pluripotency, inflammation, and injury responses [10]. KLF6, a member of the KLF family, is a widely expressed nuclear transcriptional regulator [11]. It regulates the transcription of PDGFB to activate the mTOR signaling pathway, thereby regulating lipid metabolism to promote the progression of renal clear cell carcinoma [12]. Podocyte-specific deletion of KLF6 increases the mitochondrial damage and apoptosis in diabetic nephropathy [13]. However, whether and how KLF6 plays a role in hepatic I/R injury remains unknown.

Autophagy is a conserved intracellular catabolic process that delivers cellular components to the lysosome for degradation, providing nutrients and the necessary material basis for cell survival, thereby playing pivotal roles in maintaining cellular homeostasis [14]. Accumulating evidence suggests that autophagy plays crucial role in I/R injury of the heart, liver, brain, kidney, and lungs [15]. As a compensatory mechanism, autophagy alleviates the detrimental effects of ATP deprivation on cells during ischemia, thereby exerting a protective effect. However, during reperfusion, persistent and excessive activation of autophagy can lead to cell death. Multiple studies on I/R injury on the heart, liver, and brain corroborate this viewpoint [16]. The regulation of autophagy is significantly influenced by the KLF family. Conserved KLFs/autophagy pathways regulate nematode lifespan and age-related vascular deterioration in mammals [17]. The interaction between autophagy and KLF2 in acute liver injury determines the endothelial phenotype and microvascular function [18]. However, the regulatory effect and underlying mechanism of KLF6 on autophagy in hepatic I/R injury are unknown. The current study, therefore, aimed to: (1) assess the expression of KLF6 in hepatic I/R injury; (2) elucidate the regulatory effects of KLF6 on hepatic I/R injury; (3) confirm whether KLF6 alleviated hypoxia-reoxygenation (H/R) injury in AML12 cells by inhibiting the overactivation of autophagy and, if so, its underlying molecular mechanism; and (4) assess the correlation between KLF6 expression and liver function after clinical LT.

## Results

### Increased KLF6 expression is associated with hepatic I/R injury

Bioinformatics-based approaches were used to identify the genes whose expression changed significantly after liver I/R injury. Two publicly available RNA-seq datasets (GSE117066 (mouse I/R), GSE113024 (human I/R)) and our RNA-seq dataset (GSE216522) from AML12 cells that were exposed to hypoxia for 6 h and reoxygenation for 2 h were used to identify genes of interest. 

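The RNA-seq dataset of this study was made from AML12 cells, a mouse hepatocyte cell line, and consisted of 6 stranded mRNA libraries. Of these, 3 were from cells kept at 21% oxygen (normoxic control) and 3 from cells that were placed in 1% oxygen for 6 h in serum-free and glucose-free medium and then reoxygenated for 2 h (H/R). The H/R cells therefore differed from the control cells in medium as well as in oxygen. The authors mapped the paired-end reads to the mouse genome GRCm38 and deposited, for each library, the number of reads counted on each of 25330 genes and the RPKM value that follows from that count, the gene length and the library total. The total count was 21854790, 21026650 and 21318625 in control replicates 1, 2 and 3, and 20525898, 20438746 and 21742441 in H/R replicates 1, 2 and 3. Every pair of replicates differed by more than the sampling noise (chi-square per degree of freedom from 2.19 to 16.2), so no library appeared to have been deposited more than once. The libraries were prepared with a stranded kit. Counted genes lying inside the exons of a gene on the opposite strand had a median of 0.957 times that gene's RPKM. The quartiles of this ratio were 0.231 and 2.78. Genes without counts had been removed before deposition, so the ratio cannot show whether reads were counted by strand. The values of genes with overlapping exons are therefore uncertain. For the present values, counts were normalized with edgeR's TMM method, genes with too few counts for a test were removed with edgeR's filterByExpr function, and the remaining 14020 genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The coefficient of variation between replicates beyond counting noise was 0.0502 across all tested genes. The scaling matters for the direction of small changes. With library totals in place of TMM factors, the median log2 fold change of all tested genes was -0.12 instead of -0.01. With 3 libraries per group, the smallest two-sided p that an exact permutation test can give is 0.1.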

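In the AML12 dataset, 8806 of the 14020 tested genes had an adjusted p under 0.05 between H/R and control (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). A fold change of at least 2 was also reached by 1195 genes, of which 596 were higher and 599 were lower after H/R. In 1179 of these 1195 genes, the 3 H/R libraries all lay on one side of the 3 control libraries, which chance alone gives for 10% of genes and which was seen for 65.9% of all tested genes. Of the 1195 genes, 426 share exon sequence with another gene, and their counts are uncertain. The count moved most with the fold-change threshold, and a threshold of 4 left 162 genes. The balance of directions depended on the scaling. With library totals in place of TMM factors, 476 genes were higher and 810 were lower after H/R.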

The heatmap and volcano plot of the three datasets are shown in Fig. 1a, b. In addition, a Venn diagram was generated for the datasets to confirm the differential expression of the genes that are shared among mouse, human, and liver cell lines (Fig. 1c). Of these, *KLF6* was discovered among the final 11 genes examined. 

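In the AML12 libraries, Klf6 (chromosome 13 of GRCm38, 5861489 to 5870393, plus strand, with no exon shared with another gene) had 1178, 1165 and 1151 counts in the 3 control replicates and 2676, 2767 and 2851 counts in the 3 H/R replicates. Its TMM-normalized count was 1112 ± 26.5 (SD, n = 3) in control cells and 2905 ± 70.4 (SD, n = 3) in H/R cells. This was a log2 fold change of 1.39 (standard error 0.046, adjusted p = 1.68e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or a 2.61-fold increase. Every H/R library lay above every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Klf6 ranked 67 among the 14020 tested genes by p, and 298 of the 596 genes called higher had a log2 fold change as large or larger, Klf6 included. With each library left out in turn, the log2 fold change stayed between 1.36 and 1.40. The alternative that moved it most was a limma fit to log2(RPKM + 1), which gave 1.22. The paper took Klf6 forward as one of the genes that were also differentially expressed in the mouse and human I/R datasets (Fig. 1c), which were not analysed here.

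**Figure D1:**
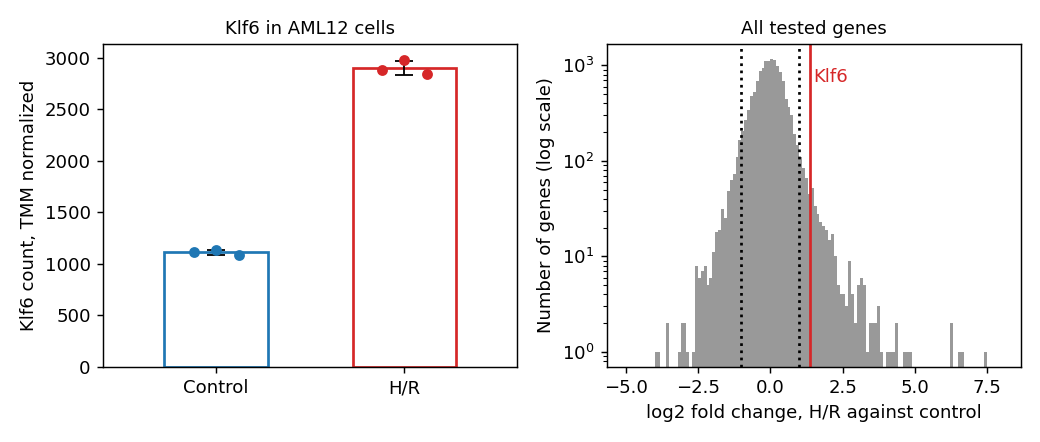
Klf6 in AML12 cells. The left panel plots the TMM-normalized Klf6 count of each library (points) with the mean (bar) and SD (error bar) of 3 control and 3 H/R libraries, with means of 1112 and 2905. The right panel is a histogram of the log2 fold change of the 14020 tested genes, with the number of genes on a log scale, dotted lines at a 2-fold change in either direction and a red line at 1.39 for Klf6.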

Immunohistochemical analysis of the mouse liver section after I/R injury revealed a significant upregulation of KLF6 expression (Fig. 1d) and its localization in both the nucleus and cytoplasm (predominantly in the nucleus). We also evaluated the mRNA and protein expression of KLF6 in liver tissues, primary hepatocytes, and AML12 cells and observed significant upregulation following I/R or H/R (Fig. 1e, f). Moreover, the immunofluorescence experiments on AML12 cells led to the same conclusion (Fig. S1).

**Fig. 1:**
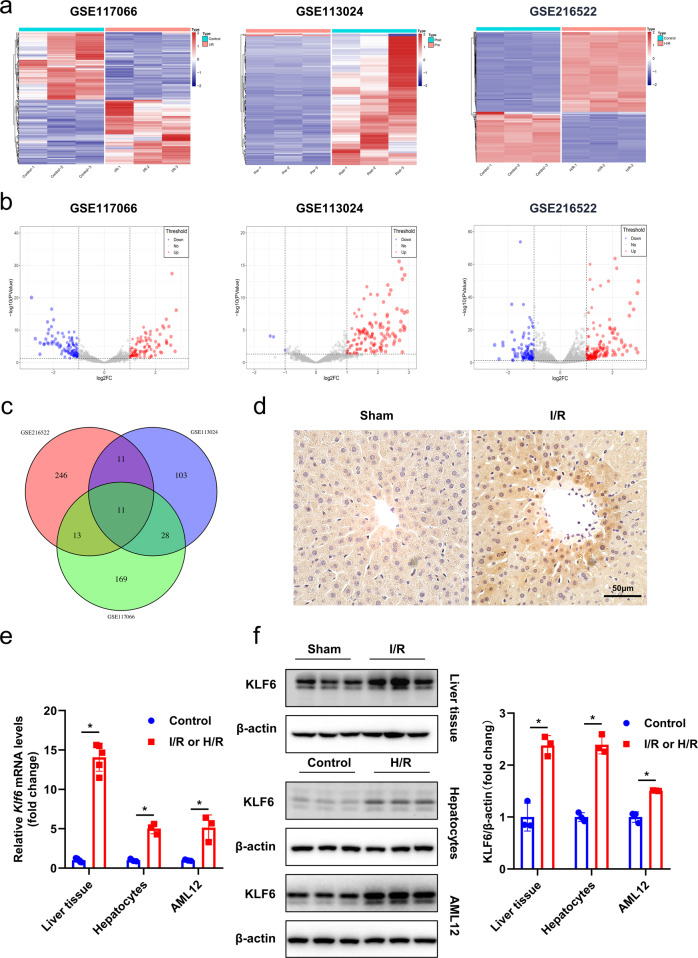
Hepatic I/R injury induces the upregulation of KLF6. **a**, **b** Heatmap and volcano plot for differentially expressed genes identified in GSE113024, GSE117066 and our RNA-Seq dataset. **c** Venn diagram of the number of co- and differentially expressed genes among the three datasets. **d** Liver tissues were immunohistochemically stained for KLF6 after ischemia/reperfusion (*n* = 5 per group). Scale bar, 50 μm. **e**, **f** KLF6 mRNA and protein levels were detected with RT-qPCR and western blotting analysis after I/R (ischemia 1 h and reperfusion 6 h) (*n* = 5 per group) or H/R (hypoxia 6 h and reoxygenation 2 h). Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

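Among the AML12 genes past both thresholds that had a mean count of at least 100 and no overlap between groups, the 5 with the largest increase after H/R were Hspa1b, Egr1, Hspa1a, Pgf and Atf3. Egr1 rose from a normalized count of 17.1 ± 6.46 (SD, n = 3) to 1633 ± 74.6 (SD, n = 3), a log2 fold change of 6.56 (standard error 0.109, adjusted p = 1.37e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf3 rose from 284 ± 32.1 to 3364 ± 92.5 (SD, n = 3 each). The log2 fold changes of Hspa1b, Hspa1a and Pgf were 6.68, 6.28 and 4.74. Hspa1a and Hspa1b are near-identical copies between which the counting could have split reads. The 5 genes with the largest decrease were Ttr, Alb, Ccne1, RP23-276M23.6 and Fgf1. Ccne1 fell from 243 ± 9.59 to 38.6 ± 8.11 (SD, n = 3 each), and Fgf1 from 258 ± 20.8 to 43.6 ± 5.54. The exons of RP23-276M23.6 overlap those of Pik3r3, so its log2 fold change of -2.58 is uncertain. Ttr had a log2 fold change of -3.07 (standard error 0.538, adjusted p = 0.00768 from the same test). Alb had 542, 132 and 209 counts in control replicates 1, 2 and 3 and from 31 to 43 in the H/R replicates, with a log2 fold change of -2.85 (standard error 0.809, adjusted p = 0.0372 from the same test). Without control replicate 1 the log2 fold change of Alb was -2.07 (adjusted p = 3.14e-10 from the same test), and without control replicate 3 or any 1 H/R replicate its adjusted p was between 0.0656 and 0.117.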

### KLF6 deficiency exacerbates hepatic I/R injury

To further investigate the role of KLF6 in hepatic I/R injury, murine KLF6 was knocked down through adenoviral delivery of shRNA via tail vein injection. The efficiency of KLF6 knockdown was confirmed by RT-qPCR (Fig. 2a) and western blotting analysis (Fig. 2b). Notably, H&E staining revealed a significant increase in necrotic area in liver sections of AD-shKLF6 mice compared to AD-shNC mice following I/R (Fig. 2c). In agreement with the results of histology, KLF6 knockdown significantly enhanced the levels of the common serum markers of liver damage (ALT, AST, and LDH) (Fig. 2d). These results demonstrated that KLF6 deficiency exacerbated I/R-mediated liver insult.

**Fig. 2:**
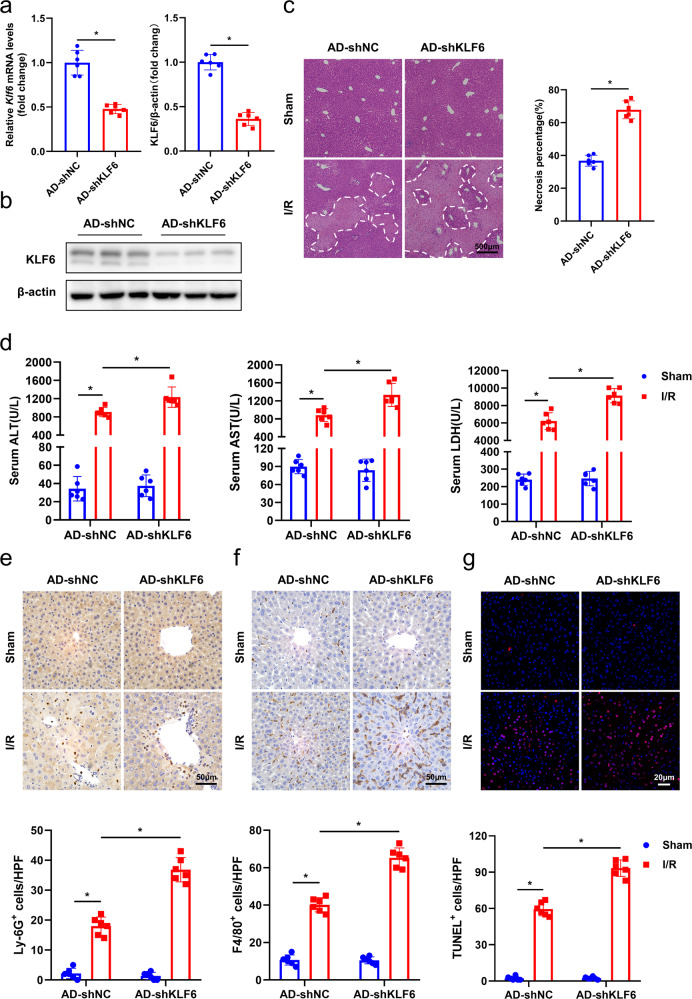
KLF6 knockdown exacerbates hepatocellular injury and inflammation during hepatic I/R. **a**, **b** Male C57BL/6N mice at 6–8 weeks of age were infected with KLF6 shRNA adenovirus via tail-vein injection. Seven days after the adenovirus injection, KLF6 expression was assessed by RT-qPCR and western blotting analysis. **c** Representative histological H&E-stained images showing necrotic areas in liver tissue from AD-shNC and AD-shKLF6 mice after hepatic I/R. Scale bar, 500 μm. **d** Serum ALT/AST/LDH levels of AD-shNC and AD-shKLF6 mice after hepatic I/R. **e**, **f** Representative pictures of liver stained with Ly-6G (neutrophils) and F4/80 (macrophages). Scale bar, 50 μm. **g** TUNEL staining in liver sections from AD-shNC and AD-shKLF6 mice after I/R. Scale bar, 20 μm. Each group includes six mice. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

Inflammatory responses play important roles in the initiation and progression of hepatic I/R injury [19]. Since KLF6 has been shown to be involved in inflammatory responses [20], we next examined whether KLF6 affected the inflammatory responses in mice following hepatic I/R injury. As measured by ELISA, the AD-shKLF6 group had significantly higher serum TNF-α, IL-6, and CXCL2 levels when compared to the AD-shNC group (Fig. S2a). These modifications were also confirmed by RT-qPCR in liver tissue (Fig. S2b). Moreover, the infiltration of Ly-6G^+^ neutrophils (Fig. 2e) and F4/80^+^ macrophages (Fig. 2f) into hepatic tissues was significantly enhanced in the AD-shKLF6 group in comparison to the control group. The TUNEL assay evaluation of hepatocyte apoptosis following I/R revealed a greater number of TUNEL-positive cells in AD-shKLF6 mice than in the AD-shNC mice (Fig. 2g). Collectively, the preceding observations indicate that KLF6 deficiency exacerbated liver I/R-induced injury and inflammation.

### KLF6 overexpression ameliorates liver damage and inflammation induced by hepatic I/R insult

Given that knocking down KLF6 can aggravate hepatic I/R injury, we were interested in determining whether its overexpression protects the liver from I/R-induced insult. Accordingly, we used a recombinant adenovirus to overexpress KLF6 (AD-KLF6) in mice. Consistent with RT-qPCR findings, the results of the western blotting analysis demonstrated a marked increase in KLF6 protein expression (Fig. 3a, b). As expected, the overexpression of the KLF6 in AD-KLF6 mice resulted in a significant decrease in the I/R-induced necrotic area in comparison to the control mice (AD-Vector) (Fig. 3c). Serum levels of ALT, ASL, and LDH decreased significantly after KLF6 overexpression, indicating decreased liver damage (Fig. 3d). In addition, elevated KLF6 expression weakened I/R-induced inflammation. As a result, the AD-KLF6 mice demonstrated decreased mRNA and protein levels of pro-inflammatory cytokines/chemokines, including TNF-α, IL-6, and CXCL2 (Fig. S3a, b) in comparison to the AD-Vector mice. Furthermore, a decreased infiltration of Ly-6G^+^ neutrophils (Fig. 3e) and F4/80^+^ macrophages (Fig. 3f) in the livers of AD-KLF6 mice was observed after hepatic I/R surgery, when compared to the AD-Vector mice. Accordingly, the TUNEL staining of sections of AD-KLF6 mice revealed fewer positively-stained nuclei compared to the control group (Fig. 3g). Collectively, these findings demonstrated that KLF6 overexpression in liver ameliorated hepatocellular injury and inflammation induced by hepatic I/R treatment.

**Fig. 3:**
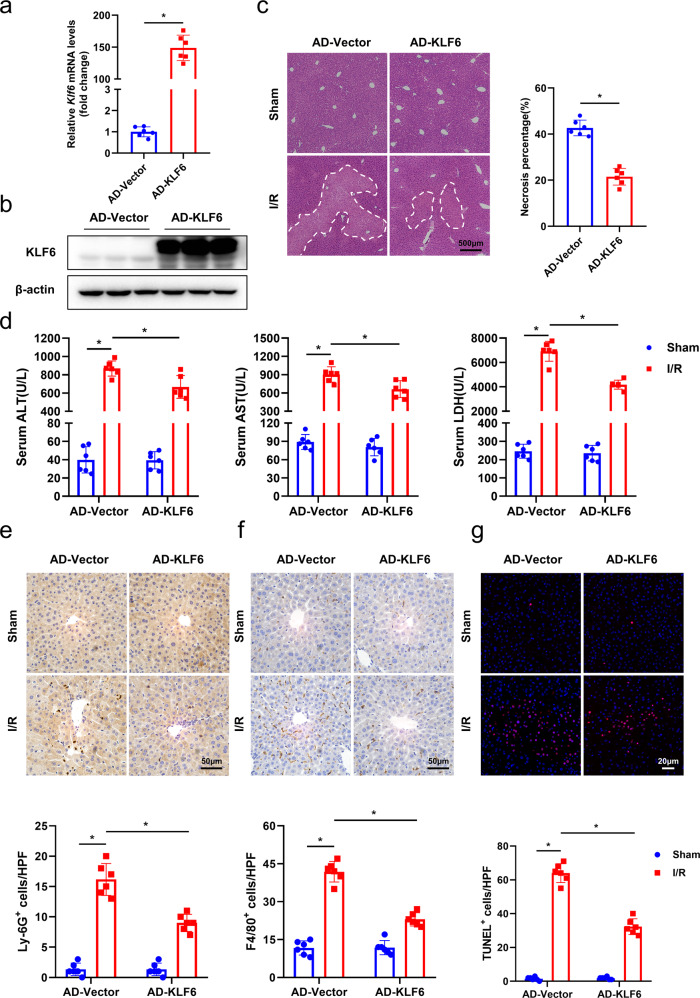
KLF6 overexpression ameliorates hepatocellular injury and inflammation induced by hepatic I/R. **a**, **b** Verification of KLF6 overexpression after tail vein injection of adenoviruses by RT-qPCR and western blotting analysis. **c** Liver sections were stained by H&E staining, with the outlined areas showing hepatic necrosis. Scale bar, 500 μm. **d** Serum ALT/AST/LDH was detected after hepatic I/R surgery. **e**, **f** Neutrophils (Ly6G^+^) and macrophages (F4/80^+^) were identified. Scale bar, 50 μm. **g** Representative images of the TUNEL staining. Scale bar, 20 μm. Each group includes six mice. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

### KLF6 deficiency aggravates H/R‑induced AML12 cell injury

After demonstrating that KLF6 was localized to hepatocytes and played a crucial role in I/R-induced liver injury, we utilized the AML12 murine liver cell line to further evaluate its biological functions and the underlying molecular mechanism. We generated two KLF6 KO AML12 cell lines using the CRISPR/CAS9 system. As shown in Fig. 4a, the loss of KLF6 protein expression in the two KO cell lines was confirmed by western blotting analysis. WT and KO cells were then subjected to 6 h of hypoxia, followed by reoxygenation for the indicated periods. As demonstrated by the CCK8 assay, KLF6 depletion significantly decreased cell viability compared to WT cells (Fig. 4b). Because the effects of H/R on cell viability were greatest at 6 h of hypoxia and 2 h of reoxygenation, this time frame was selected for subsequent experiments.

**Fig. 4:**
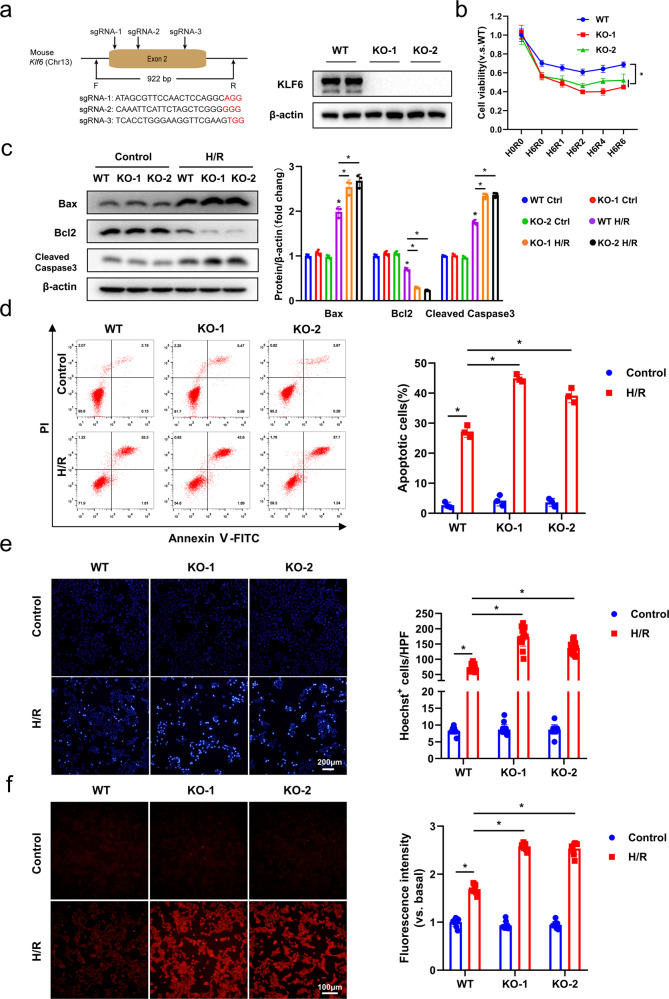
KLF6 deficiency aggravates H/R‑induced AML12 cell injury. **a** Left panel, schematic of CRISPR/Cas9-mediated knockout of *Klf6* in AML12 cells. Right panel, western blotting analysis of KLF6 expression in WT and KO AML12 cells. **b** WT and KO cells were exposed to 1% O_2_ for 6 h, and then they were transferred to normoxia and the cell viability was measured by CCK8 kit at different time points after reoxygenation. **c** Expression of cleaved caspase3, BAX and Bcl2 were detected by western blot analysis. **d** Left panel, representative flow cytometry plots of annexin V/PI stained cells. Right panel, statistical analysis of total apoptotic cells in different groups. **e** Nuclei were visualized with Hoechst 33342. Apoptotic cells were distinguished by the presence of bright blue nuclei. Scale bar, 200 μm. **f** In situ fluorescent staining (red) detection of ROS in KLF6 WT and KO cells after H/R (Left panel) and quantified average fluorescence intensity by ImageJ (Right panel). Scale bar, 100 μm. Mean values ± SD are shown, and statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple comparison test. *p < 0.05.

To determine whether KLF6 influenced apoptosis induced by H/R, we examined the expression of specific cell death markers using western blotting analysis. We observed a decrease in BCL2 (pro-survival factor) expression and an increase in cleaved caspase-3 and BAX (pro-apoptotic factors) expression in KO cells relative to WT cells (Fig. 4c). In addition, flow cytometry (FCM) was used to examine the effect of KLF6 on cell apoptosis. For each sample, the percentage of total apoptotic cells was quantified as the sum of early apoptotic (annexin V-positive) and late apoptotic cells (annexin V-PI-double positive). Compared to the control groups, the KLF6 KO cells exhibited a significantly elevated apoptosis rate (Fig. 4d). Subsequently, Hoechst 33342 staining was used to evaluate apoptotic cells, and consistent conclusions were inferred (Fig. 4e).

By activating numerous signaling pathways, ROS plays a pivotal role in I/R-induced hepatocyte death [21]. We examined the ROS levels in WT and KO cells subjected to H/R using DHE fluorescent probes. Although the depletion of KLF6 did not affect the basal levels of ROS in normoxia, the increase in ROS levels during H/R was more pronounced in KO cells compared to WT cells (Fig. 4f). This indicated that KLF6 contributed to the ability of cells to respond to oxidative stress. Consistent with the finding in vivo, KLF6 knockout in AML12 cells significantly promoted the expression of pro-inflammatory factors (*Tnf-α*, *Il-6*, and *Cxcl2*) (Fig. S4a).

AML12 cells with a KLF6 deficiency exhibited elevated apoptosis, inflammatory response, and ROS production, as suggested by above findings.

### KLF6 overexpression attenuates H/R‑induced AML12 cell injury

After demonstrating the potentially detrimental effects of KLF6 knockout on AML12 cells, we overexpressed KLF6 to further evaluate its significance. KLF6 was, therefore, overexpressed in AML12 cells using a lentivirus system. Correspondingly, we verified the effect of KLF6 overexpression via RT-qPCR (Fig. 5a) and western blotting (Fig. 5b) analyses. The CCK8 assays demonstrated that overexpression of KLF6 significantly increased cell viability in comparison to the control lentivirus group (Fig. 5c). Moreover, the western blotting results revealed elevated levels of Bcl2, along with a significant decrease in the expressions of Bax and cleaved-caspase3 in the KLF6 overexpression group, when compared to the Vector group (Fig. 5d). Subsequently, the effects of KLF6 on the apoptosis of AML12 cells were determined by flow cytometry (Fig. 5e). After KLF6 overexpression, the number of apoptotic cells significantly decreased, confirming our hypothesis. Quantitative analysis of Hoechst 33342 nuclear staining yielded similar results (Fig. 5f). Using the ROS-sensitive fluorescent dye dihydroethidium (DHE) to detect intracellular ROS levels, we found that the increased expression of KLF6 decreased intracellular ROS levels after H/R (Fig. 5g). Accordingly, the increased transcript levels of inflammatory factors (*Tnf-α*, *Il-6*, and *Cxcl2*) in response to H/R were reversed by the overexpression of KLF6 (Fig. S4b).

**Fig. 5:**
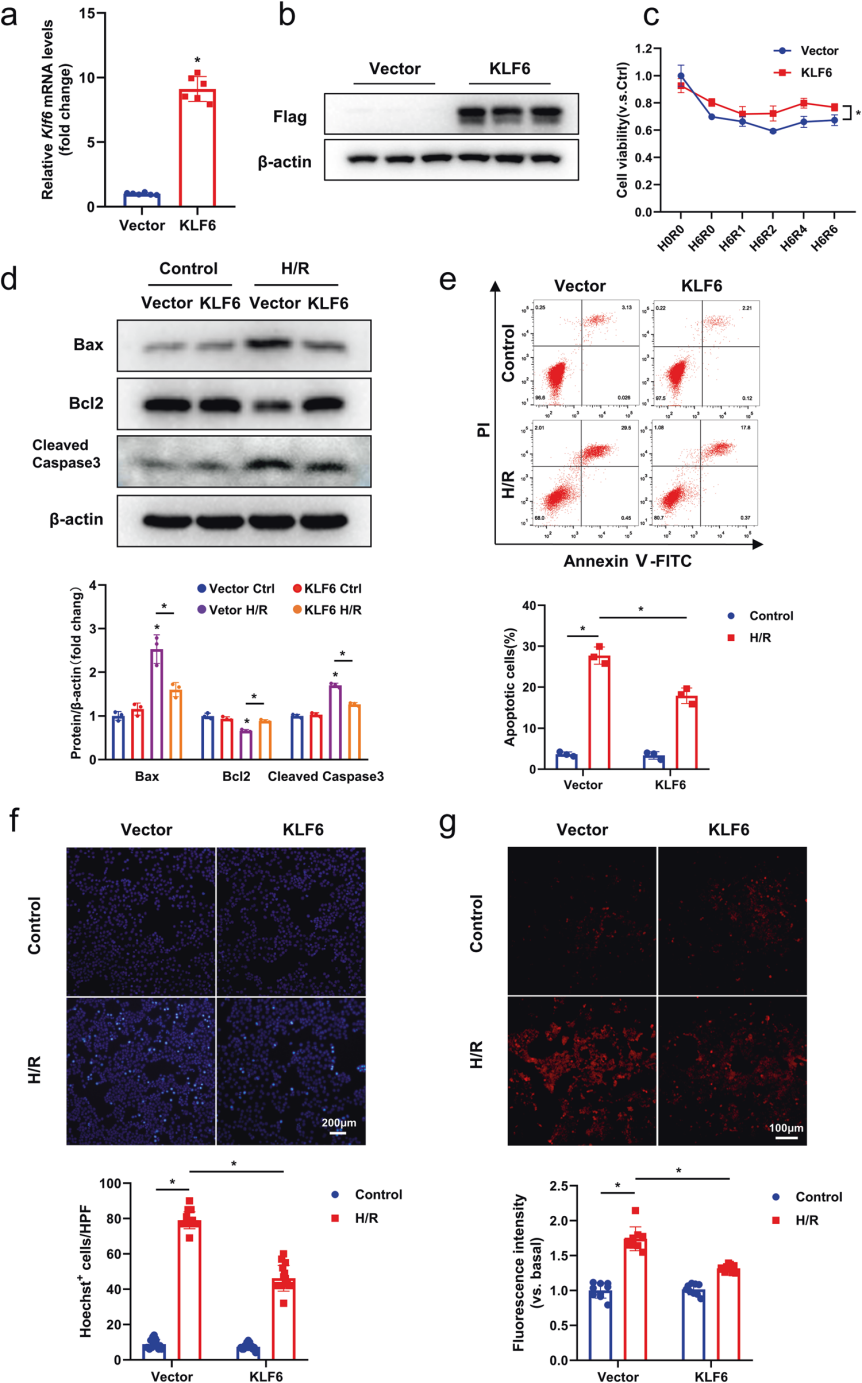
KLF6 overexpression attenuates H/R‑induced AML12 cell injury. **a**, **b** Western blotting and RT-qPCR analysis of KLF6 expression of Vector and KLF6 cells. **c** The viability of Vector and KLF6 cells following hypoxia and reoxygenation was evaluated by a CCK8 assay at the indicated time points. **d** Western blotting analysis for cleaved caspase3, BAX and Bcl2 after H/R in the Vector and KLF6 cells. **e** Upper panel, representative flow cytometry plots of annexin V/PI stained cells. Lower panel, statistical analysis of total apoptotic cells in different groups. **f** Representative pictures (upper panel) and quantitative analysis (lower panel) of nucleus stained with Hoechst 33342. Scale bar, 200 μm. **g** In situ fluorescent staining (red) detection of ROS in Vector and KLF6 cells after H/R (upper panel) and quantified average fluorescence intensity by ImageJ (lower panel). Scale bar, 100 μm. Vector AML12 cells were infected with an empty control lentiviral vector, KLF6 AML12 cells were infected with a lentiviral construct expressing KLF6. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

In summary, these in vivo and in vitro studies demonstrated that KLF6 in hepatocytes regulated the damage response to hepatic I/R.

### Autophagy inhibition is critically involved in the protective effect of KLF6 on AML12 cells against H/R injury

The data presented above demonstrated both in vitro and in vivo protective effects of KLF6 during I/R. However, the underlying molecular mechanism remained unclear. As previously reported, the KLF family is involved in autophagy regulation [17, 18]. Autophagy also plays a crucial role in liver I/R injury [15]. Therefore, we hypothesized that KLF6 may play an important role in liver I/R injury by regulating autophagy.

Initially, we detected the expression of KLF6 and the autophagy-related proteins LC3 and SQSTM1/p62 during H/R by western blotting analysis. Increasing LC3-II levels and decreasing SQSTM1/p62 levels were predicted if autophagy was indeed activated [22]. As depicted in Fig. 6a, the level of autophagy increased significantly following hypoxia and partially recovered following reoxygenation. However, KLF6 displayed a strikingly opposite trend. We then investigated whether KLF6 could influence autophagy flux. In both normoxia and H/R models, the autophagy level of AML12 cells increased significantly after KLF6 knockout (Fig. 6b). Furthermore, overexpression of KLF6 could significantly reduce the level of autophagy in normoxia and after H/R stress (Fig. 6c). In addition, we pre-treated the cells with an autophagy inhibitor, bafilomycin A1 (BFA), or an autophagy activator, rapamycin (RAPA). LC3-I lipidation and SQSTM1/p62 increased significantly upon BFA treatment in KLF6-deficient cells (Fig. 6d); conversely, the overexpression of KLF6 inhibited RAPA-induced autophagy activation (Fig. 6e). These findings indicate that KLF6 is capable of inhibiting the activation of autophagy at the initial stage. We confirmed this observation using a tandem mCherry-GFP-LC3 fluorescence analysis; autophagosomes appear as yellow (mCherry and GFP) puncta, whereas autolysosomes appear as red (mCherry) puncta. We observed that KLF6 KO cells contained a greater number of puncta, predominantly red, indicating autophagy induction. After H/R, this finding became more prominent (Fig. 7a). Thus, our results demonstrated that KLF6 was a negative regulator of autophagy.

**Fig. 6:**
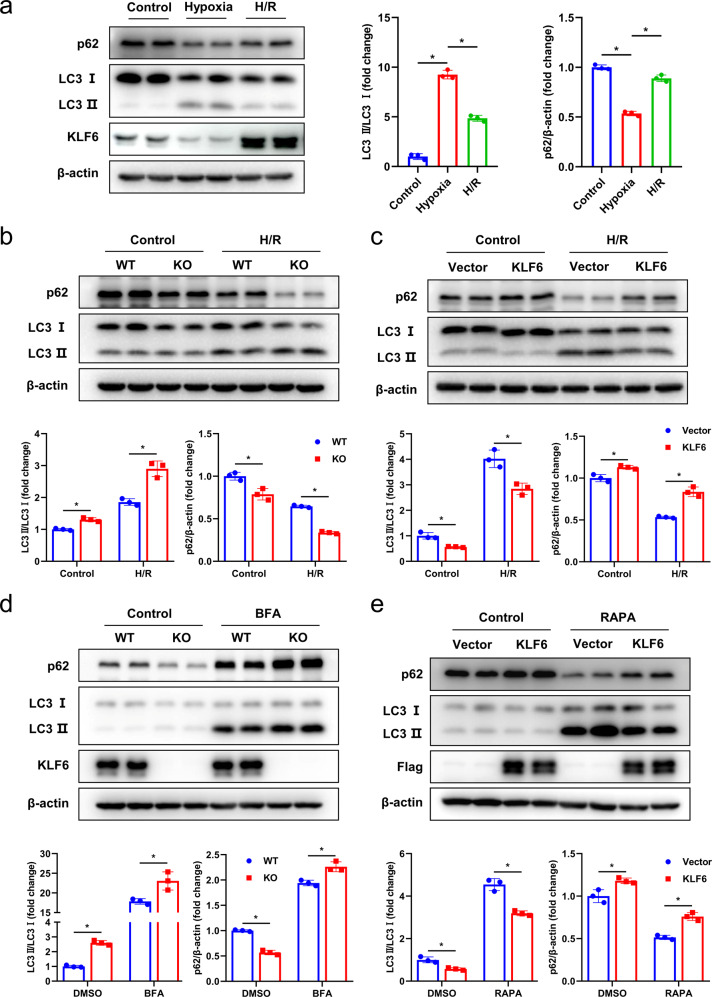
KLF6 inhibits autophagy initiation in AML12 cells. **a** Western blotting analysis for LC3, p62 and KLF6 levels in AML12 cells exposed to normoxic control (Control), 6 h hypoxia (Hypoxia), 6 h hypoxia followed by 2 h reoxygenation (H/R). **b** Western blotting analysis for LC3, p62 in wild-type AML12 cells and KLF6 knockout cells exposed to normoxic control (Control) or 6 h hypoxia followed by 2 h reoxygenation (H/R). **c** Western blotting analysis for LC3, p62 in KLF6-vector lentivirus cells and KLF6-overexpression lentivirus cells subjected to normoxic control or H/R. **d** WT and KO cells were pre-treated with 400 nmol/l BFA for 12 h. Western blotting was performed with indicated antibodies. **e** KLF6-vector lentivirus cells and KLF6-overexpression lentivirus cells were pre-treated with 10 μmol/l RAPA for 24 h. Western blotting was performed with indicated antibodies. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

**Fig. 7:**
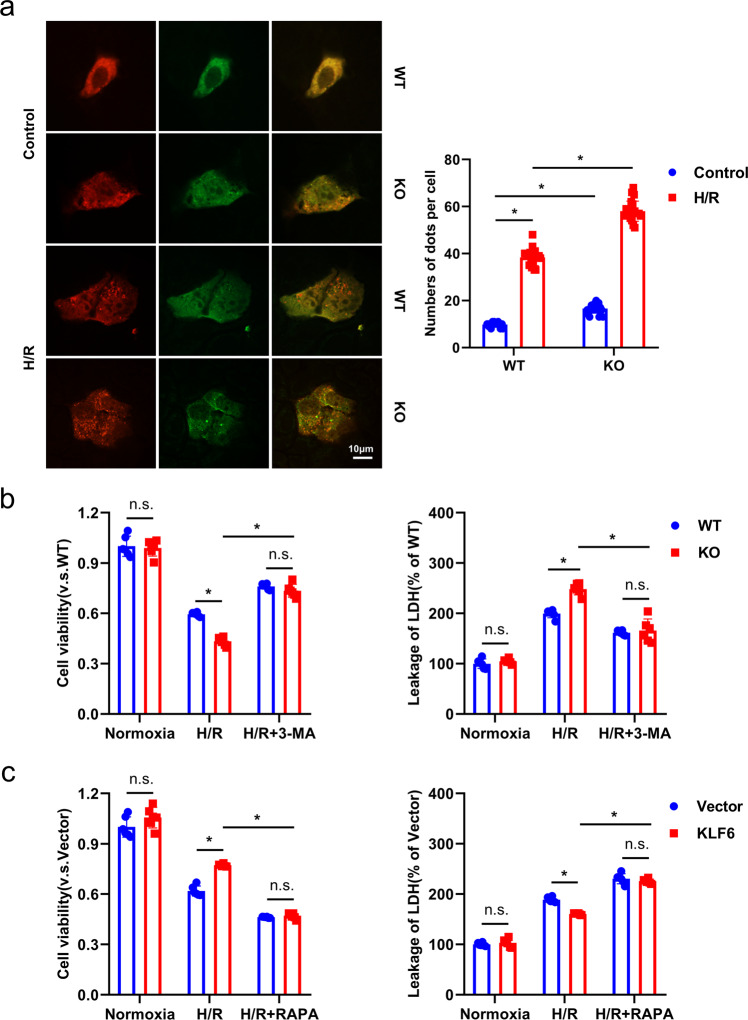
The regulatory effects of KLF6 on H/R injury in AML12 cells are autophagy dependent. **a** The autophagic flux of mCherry-GFP-LC3 transfected WT and KO cells after normoxic control or H/R was revealed using laser confocal microscopy (left panel) and assessed by visual screening (right panel). Scale bar, 10 μm. **b**, **c** Cells were pre-treated with 3-MA (5 mmol/l, 1 h) or RAPA (10 μmol/l, 24 h) and then subjected to H/R. Cell viability and LDH release were evaluated with the CCK8 Assay Kit and LDH Assay Kit, respectively. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

To further clarify whether KLF6 exerted its protective effect on AML12 cells by regulating autophagy, KLF6 knockout cells were treated with the autophagy initiation inhibitor, 3-methyladenine (3-MA). We observed that 3-MA treatment prevented the cytotoxic effects of KLF6 knockout on AML12 cells exposed to H/R, as evidenced by an increase in cell viability and a reduction in LDH release (Fig. 7b). In addition, the presence of RAPA completely reversed the reduction in H/R-induced cell death and LDH release from KLF6-overexpressing cells (Fig. 7c). Collectively, these findings indicate that the protective effects of KLF6 against H/R-induced injury to AML12 cells were mediated by the inhibition of autophagy.

### KLF6 regulates autophagy through the direct inhibition of Beclin1 gene transcription and activation of the mTOR/ULK1 signaling pathway

To determine the mechanism by which KLF6 inhibits autophagy in AML12 cells, we examined the effect of KLF6 on the expression of key autophagy-related genes, including *Atg5*, *Atg7*, *Beclin1*, and *Ulk1*. Among these tested genes, *Beclin1* showed the most significant change when KLF6 was knocked out or overexpressed in AML12 cells (Fig. 8a). Moreover, KLF6 and Beclin1 expressions exhibited opposing trends in relation to one another (Fig. 8a, b), which was consistent with our earlier findings that demonstrated the negative regulation of autophagy by KLF6. To further validate our findings, we overexpressed KLF6 in KO cells using a lentiviral vector system and observed that the KLF6 KO-induced increase in Beclin1 level was dramatically reversed (Fig. S5a). Our in vivo data are in concordance with our in vitro results, suggesting that Beclin1 was significantly increased after hepatic I/R and KLF6 could inhibit Beclin1 expression (Fig. S5b, c). Given that KLF6 is a transcription factor, we investigated whether its regulation of Beclin1 occurred at the transcriptional level. As demonstrated in Fig. 8c, ChIP-qPCR confirmed the enrichment of KLF6 on the *Beclin1* gene promoter. Through sequence alignment on the JASPAR website (http://jaspar.genereg.net/analysis), a potential KLF6 binding site (red) was predicted with strong confidence in the promoter of *Beclin1* (score 0.91). Using the wild-type pGL3-Beclin1 plasmid as a template, site-directed mutations were then generated to determine the function of the predicted site. Luciferase reporter assay showed that KLF6 overexpression significantly decreased luciferase activity in AML12 cells transfected with pGL3-Beclin1-WT but not pGL3-Beclin1-mut (Fig. 8d).

**Fig. 8:**
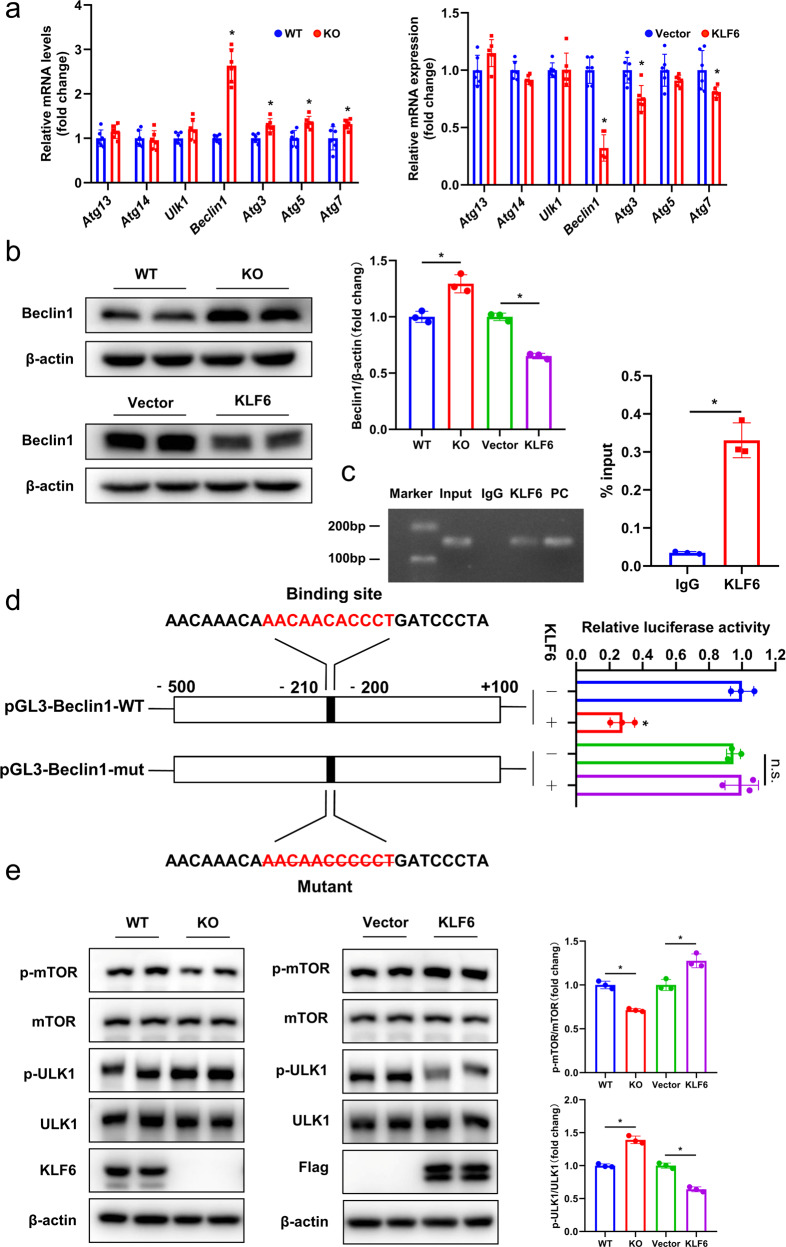
KLF6 suppresses the overactivation of autophagy by transcriptional regulation of Beclin1 and activation of the mTOR/ULK1 pathway. **a** After KLF6 was knocked out and overexpressed, the gene expression of key molecules of autophagy pathway *Atg13*, *Atg14*, *Ulk1*, *Beclin1*, *Atg3*, *Atg5*, *Atg7* was detected by RT-qPCR. **b** Western blotting analysis of Beclin1 after KLF6 knockout or overexpression. **c** ChIP-qPCR showed the binding of KLF6 to the promoter regions of *Beclin1*. The DNA ladder (Marker), genomic DNA (Input), IgG ChIP (IgG), KLF6 ChIP (KLF6), and the positive control group (PC) are also presented at right. **d** Schematic diagrams showed the mutation sites of luciferase reporter gene vector (left panel). AML12 cells were co-transfected with pGL3-Beclin1-WT or pGL3-Beclin1-mut luciferase vector and KLF6 expression vector or control vector, and then dual luciferase assay was performed. Quantification is presented in the right panel. **e** Western blotting analysis of KLF6, ULK1, p-ULK1, mTOR, p-mTOR in each group. WT wild-type AML12 cells, KO KLF6 knockout AML12 cells, Vector AML12 cells were infected with an empty control lentiviral vector, KLF6 AML12 cells were infected with KLF6 overexpression lentiviruses. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s *t* test. *p < 0.05.

The mTOR signaling pathway plays a central role in the regulation of autophagy [23]. To further investigate the mechanism of KLF6’s regulation of autophagy, a western blotting analysis was performed to determine the impact of KLF6 knockout or overexpression on the mTOR/ULK1 signaling pathway. Compared to the WT group, there was no significant difference in the total protein levels of mTOR and ULK1 following KLF6 knockout; however, the levels of phosphorylated m-TOR(p-mTOR) decreased markedly, while that of p-ULK1 increased significantly. In response to the overexpression of KLF6, the total protein content of mTOR and ULK1 did not differ significantly from the control group, but the expression of p-mTOR increased significantly, whereas that of p-ULK1 decreased significantly (Fig. 8e). These findings indicate that KLF6 may activate the mTOR/ULK1 signaling pathway.

### The expression of KLF6 correlates significantly with liver function after clinical LT

We detected the expression of KLF6 in liver tissues prior to and following transplantation using RT-qPCR and western blotting analysis. As shown in Fig. 9a, b, the gene and protein expressions of KLF6 following transplantation were significantly higher than those prior to LT. The correlation between the mRNA level of *KLF6* in liver tissues after liver transplantation and the postoperative liver function of the patients was further analyzed and revealed a significant negative correlation with serum ALT and AST (POD0) (Fig. 9c). Correspondingly, we divided the patients into two groups based on the median value of post-orthotopic liver transplantation (OLT) *KLF6* mRNA levels: *KLF6* low expression (*n* = 36) and *KLF6* high expression (*n* = 35) groups (Fig. 9d). Table S2 displays the comparability of the baseline characteristics of the two patient groups. After LT, the serum levels of ALT and AST in the *KLF6* high expression group were significantly lower than in the *KLF6* low expression group (Fig. 9e). Short-term liver function in the *KLF6* high expression group was significantly superior to that of the *KLF6* low expression group, as depicted by the line chart of liver function changes with time after LT (Fig. 9f).

**Fig. 9:**
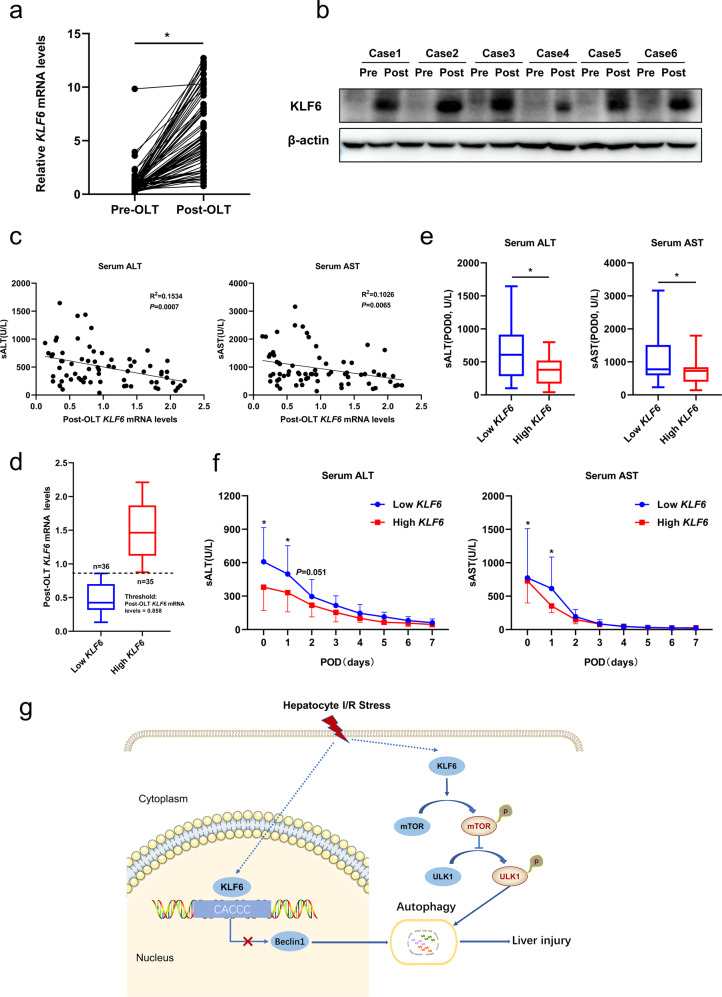
The expression of KLF6 associates significantly with liver function after clinical liver transplantation. **a** RT-qPCR detection of *KLF6* gene expression in liver tissues pre- and post-orthotopic liver transplant (OLT). **b** Western blotting analysis of KLF6 in liver tissues pre- and post-OLT. **c** Correlation analysis between post-OLT *KLF6* mRNA levels and postoperative serum ALT and AST (POD0). **d** Patients were divided into high and low expression group according to the median of post-OLT *KLF6* mRNA levels. **e** Comparison of serum ALT and AST levels (POD0) between *KLF6* low expression group and *KLF6* high expression group. **f** The line chart of the change of serum ALT and AST with postoperative days (POD) in the *KLF6* low expression group and *KLF6* high expression group. **g** Schematic illustration of the mechanism of KLF6 regulating liver ischemia-reperfusion injury. Mean with interquartile range are shown, and statistical significance was determined by Wilcoxon matched-pairs signed rank test (**a**), two-sided non-parametric Spearman rank correlation tests (**c**) or Mann–Whitney *U* tests (**e**, **f**). *p < 0.05.

## Discussion

As a result of advances in surgical technology and the use of immunosuppressants, LT has emerged as the most effective treatment for almost all types of end-stage liver disease. I/R injury is a major prognostic factor for LT patients [24]. In this study, KLF6 expression was significantly increased in vivo, in vitro, and in clinical specimens after hepatic ischemia-reperfusion, suggesting its role as a key regulator of hepatic I/R injury. KLF6 expression is upregulated after renal I/R injury, but the underlying molecular mechanism remains unclear [25]. Through gain- and loss-of-function experiments for KLF6 expression, we determined that it plays an essential role in the regulation of liver I/R injury. Importantly, our results indicated that KLF6 inhibited the overactivation of autophagy via transcriptional regulation of Beclin1 and activation of the mTOR/ULK1 pathway, thereby protecting the liver from I/R injury (Fig. 9g). KLF6 may thus be a promising molecule for protecting the liver against I/R-mediated hepatocellular damage in transplant recipients.

Currently, hepatocyte apoptosis, necrosis, inflammatory responses, and ROS levels are used to assess the severity of liver ischemia-reperfusion injury. KLF6 plays an important regulatory role in cell survival and apoptosis. Silencing KLF6 with siRNA can result in cell cycle arrest and increase DNA damage-induced apoptosis [26]. Sirach et al. reported that KLF6 inhibits the apoptosis of liver cancer cells [27]. Horne et al. discovered that podocyte-specific deletion of KLF6 increased mitochondrial damage and apoptosis [13]. In accordance with these reports, our in vitro an in vivo experiments demonstrated that KLF6 could inhibit hepatocyte apoptosis and necrosis after liver I/R injury.

The regulatory role of KLF6 in inflammatory responses is still debatable. Kim et al. [28] reported that KLF6 promoted inflammatory and hypoxic responses in macrophages. In contrast, KLF6 was able to transactivate multiple genes that negatively regulated the NF-κB pathway, thereby decreasing the nuclear localization of NF-κB and downregulating the expression of its target genes in glioblastoma [29]. We discovered that KLF6 inhibited the mRNA and protein expression of inflammatory factors such as TNF-α, IL-6, and CXCL2, as well as the infiltration of neutrophils and macrophages in liver tissues caused by I/R injury. Consistent with our findings, inhibiting KLF6 expression in keratinocytes increased inflammatory responses during aging and accelerated cellular senescence [30]. Azilsartan attenuates oscillatory shear stress-induced endothelial dysfunction and inflammatory responses by upregulating KLF6 [31]. Consequently, different cell types, disease models, or stimulation conditions may play a role in the dual regulation of KLF6 on inflammatory responses.

Herein, KLF6 knockout significantly increased, while its overexpression markedly reduced ROS levels in AML12 cells after hypoxia/reoxygenation. Recent studies have also demonstrated that febuxostat inhibits oxidative stress and inflammatory responses by upregulating KLF6, thereby reducing the toxicity of propofol to brain endothelial cells [32]. Sitagliptin reduces high glucose-induced oxidative stress and inflammation and increases the permeability of renal tubular endothelial cells by promoting KLF6 expression [33]. These studies indicate that KLF6 can reduce the level of cellular oxidative stress and enhance their ability to respond to damaging stimuli.

Although autophagy, apoptosis, and inflammatory responses are distinct pathophysiological processes, they can occur simultaneously in liver I/R injury, influencing one another, and jointly regulating the onset and progression of diseases. Autophagy-related genes activate the Fas-dependent death-inducing signaling complex, thereby promoting the expression of apoptotic genes and initiating the process of apoptosis [34]. By activating the PI3K/Akt signaling pathway, ATG3 knockout inhibits autophagy and attenuates glucose-oxygen deprivation-induced damage and inflammation in brain microvascular endothelial cells [35]. Overexpression of IL37, an anti-inflammatory factor, inhibits hepatic I/R injury-induced autophagy and apoptosis by regulating the AMPK/mTOR/ULK1 axis [36]. Given the importance of the KLF family proteins in autophagy regulation, we hypothesized that KLF6 protected the liver from I/R injury by regulating autophagy.

First, we found that KLF6 and autophagy exhibited opposite trends during H/R in AML12 cells. Furthermore, by knocking out and overexpressing KLF6, using autophagy agonists and inhibitors, and transfecting Ad-mCherry-GFP-LC3B recombinant adenovirus to detect autophagic flux, it was demonstrated KLF6 inhibits autophagy activation at the initial stage. Following 3-MA preconditioning, the hepatocyte-damaging of KLF6 knockout was reversed. Moreover, after pretreatment with RAPA, overexpression of KLF6 showed no significant protective effect on hepatocytes against H/R. These experiments revealed that KLF6 protected AML12 cells from H/R injury by inhibiting the overactivation of autophagy. In this regard, the diverse roles of the KLF family in regulating autophagy have been reported previously. Hsieh et al. [17] demonstrated that KLF4 improved vascular endothelial cell autophagy and vascular function in aged mice. Moreover, in a mouse arthritis model, the level of KLF2 in monocytes was reduced, which in turn promoted their differentiation into osteoclasts by activating autophagy [37]. In addition, knocking down KLF5 was reported to desensitize castration-resistant prostate cancer cells to docetaxel by inducing autophagy [38].

Beclin1, a central component of the class III phosphatidylinositol 3-kinase (PI3K-III) complex, is essential for membrane trafficking and reorganization of autophagy [39]. During the reperfusion phase following myocardial ischemia, the expression of the Beclin1 protein and autophagy levels are significantly upregulated [40]. After inhibiting the expression of Beclin1 with siRNA, the level of autophagy and the degree of apoptosis in cardiomyocytes after I/R injury decreased substantially [41]. However, the mechanism underlying the upregulation of Beclin1 in hepatic I/R injury remains unknown. Using the promoter luciferase assay and ChIP-qPCR, we first demonstrate that KLF6 could inhibit the expression of *Beclin1* by binding to the “CACCC” motif in the promoter region. KLF2 repressed Beclin1 transcription by decreasing histone H4K8 and H3K9 acetylation levels [37], which is consistent with our findings. In prostate cancer cells, KLF5 collaborates with HDAC3 to inhibit *Beclin1* transcription and reduce autophagy [38]. Interestingly, in HepG2 cells, KLF6 can transcriptionally activate ATG7 and Beclin1 in a p53-dependent manner, thereby increasing the level of autophagy [42], which contradicts our findings. We hypothesized that in various cell lines and experimental models, KLF6 might play a bidirectional regulatory role in autophagy, either alone or in concert with other regulators.

The mTOR signaling pathway is a central regulator of autophagy and regulates multiple steps of the autophagy process, including nucleation, autophagosome elongation, autophagosome maturation, and termination [43]. mTORC1 is capable of phosphorylating ULK1 at the P757 site, interfering with the interaction between AMPK and ULK1, and inhibiting autophagy initiation [44]. Through the transcriptional regulation of PDGFB, Syafruddin et al. [12] discovered that KLF6 activated the mTOR signaling pathway and affected lipid metabolism, thereby promoting the progression of renal clear cell carcinoma. In this study, KLF6 was able to activate the mTOR/ULK1 signaling pathway without affecting the total protein expression of mTOR and ULK1, thereby regulating the autophagy level in AML12 cells.

The discovery of a sensitive biomarker to evaluate the severity of I/R injury has significant clinical implications. Huang et al. conducted combined transcriptome and proteome analyses in LT patients using bioinformatics, suggesting that KLF6 may be one of the key regulators involved in liver I/R injury; however, this has not yet been experimentally confirmed [45]. In the current study, KLF6 was found to be significantly upregulated after LT for the first time. In addition, the expression of *KLF6* was negatively correlated with serum liver enzymes of patients after LT, and the liver function of patients with high *KLF6* expression was significantly superior to than that of patients with low *KLF6* expression. It is hypothesized that KLF6 could serve as a biomarker for predicting the severity of liver I/R injury following LT.

In addition to KLF6, other KLF proteins also play important roles in different liver diseases. KLF9 promotes PGC1α expression and activates the hepatic gluconeogenic program, which is an underlying pathogenesis of glucocorticoid therapy-induced diabetes [46]. In non-alcoholic fatty liver disease (NAFLD), KLF16 improves steatohepatitis and insulin resistance by targeting PPARα [47]. Although KLF proteins can be divided into three different functional subgroups [48], whether there is synergy or antagonism between different KLF proteins needs further study.

Overall, our findings identify KLF6 as a novel protective regulator in the liver subjected to I/R surgery. Moreover, KLF6 inhibits the overactivation of autophagy via transcriptional regulation of Beclin1 and activation of the mTOR/ULK1 pathway, thereby protecting AML12 cells from H/R injury. Our findings, therefore, provide crucial insights into developing a novel therapeutic target and a useful biomarker for hepatic I/R injury.

## Materials and methods

### Clinical liver transplantation study

We performed a retrospective observational cohort study who underwent OLT at the First Affiliated Hospital of Zhengzhou University, from September 2018 through to November 2019. After excluding deaths and cases with incomplete clinical data, a total of 71 cases were included in the study. All grafts were retrieved from brain*-*death donors (DBD) and signed informed consent. According to standard operating procedures, the donor liver was evaluated, trimmed, an orthotopic liver transplantation was performed, and immunosuppressive therapy was administered postoperatively. Non-fatty donor organs were stored in UW solution prior to OLT. The duration between the donor’s perfusion and the end of cold preservation was defined as the cold ischemia time. To evaluate liver function, serum ALT (sALT) and AST (sAST) were obtained from the inpatient register system. A total of nine time points were included: prior to transplantation, from postoperative day 0 (POD0, collected at the time of ICU arrival) to postoperative day 7 (POD7). The pre-transplant liver specimens were obtained from the left lobe of the liver when trimming the donor liver. The post-transplant liver specimens were acquired prior to the abdominal closure. Subsequently, the specimens before and after transplantation were analyzed by Western blotting and RT-qPCR. Our study was approved by the Ethics Committee of the First Affiliated Hospital of Zhengzhou University and all patients signed informed consent forms (ethics number:2018-KY-73).

### Mouse warm liver I/R injury model

Male C57BL6/N mice (6–8 weeks old) were purchased from VitalRiver (Beijing, China). Mouse partial (70%) warm ischemia reperfusion (I/R) injury model was performed as previously described [49]. In general, an atraumatic microvascular clip was utilized to interrupt the blood supply of the left and middle liver lobes (70%) for 60 min. Reperfusion was achieved by releasing the vascular clip, and mice were sacrificed 6 h later. Liver tissues and serum were collected for subsequent analysis. Mice were randomly divided into six per group. In order to overexpress or inhibit hepatic KLF6 expression, adenoviruses (1 × 10^9^ pfu per mouse in 200 μl saline) were injected through the tail vein. The I/R model was established 7 days after the adenovirus injection.

### Construction of adenoviral vectors and lentiviral vectors

The overexpressing and suppressing adenovirus and their respective negative controls were designed, validated, and synthesized by Hanbio (Shanghai, China). The selected interference vector was pAdEasy-U6-CMV-EGFP (EcoRI to MCS), and the pAdEasy-EF1-MCS-3flag-CMV-EGFP vector was used for KLF6 overexpression. Mouse KLF6 shRNA was constructed with top strand of 5′-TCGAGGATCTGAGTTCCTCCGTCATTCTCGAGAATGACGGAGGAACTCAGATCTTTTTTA-3′ and bottom strand of 5′- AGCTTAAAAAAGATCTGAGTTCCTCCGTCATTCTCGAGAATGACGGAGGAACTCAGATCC-3′. Primers used for adenoviral KLF6 overexpression were as follows: forward primer 5′-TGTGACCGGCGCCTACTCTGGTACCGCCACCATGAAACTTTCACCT-3′; reverse primer 5′- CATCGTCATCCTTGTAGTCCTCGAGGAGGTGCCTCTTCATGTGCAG-3′. The KLF6 lentiviral plasmids were constructed by Hanbio (Shanghai, China) using the pHBLV-CMV-MCS-3flag-GSG-P2A-ZsGreen-T2A-PURO vector (forward primer: 5′-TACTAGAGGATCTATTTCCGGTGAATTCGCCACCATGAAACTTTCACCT-3′; reverse primer: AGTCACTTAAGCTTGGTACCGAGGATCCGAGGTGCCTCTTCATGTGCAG-3′).

### Mouse liver function measurement

ALT/AST/LDH levels in mouse serum were measured using a fully automatic biochemical analyzer (Chemray 240; Rayto, Shenzhen, China) in accordance with the manufacturer’s instructions to assess the severity of the liver injury.

### Enzyme-linked immunosorbent assays (ELISA)

The tumor necrosis factor a (TNF-α) ELISA kit (EK282, Liankebio, Hangzhou, China), interleukin 6 (IL-6) ELISA kit (EK206, Liankebio, Hangzhou, China) and C-X-C motif chemokine 2 (CXCL2) ELISA kit (ab204517, Abcam, Cambridge, USA) were used for measuring the levels of mouse serum TNF-α, IL-6 and CXCL2 according to the instructions of the manufacturer.

### Histopathology

Liver tissues were fixed with formalin and then embedded in paraffin and sectioned into a thickness of 4 μm. Hematoxylin and eosin (HE) staining was performed in order to determine the extent of liver necrosis. Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay was performed on tissue sections according to the manufacturer’s instructions (In situ cell death detection kit, TMR red, Roche, Basel, Switzerland). To examine macrophages and neutrophils infiltration, paraffin-embedded sections were immunohistochemically stained with Ly-6G (Servicebio, GB11229) and F4/80 (Servicebio, GB11027) antibodies.

### Cell culture and treatment

The AML12 cell line was acquired from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The cells were cultured in DMEM/F12 medium (Gibco, 11330-032) supplemented with 10% fetal bovine serum (Gibco), ITS Liquid Media Supplement (Sigma, I3146), and 40 ng/ml Dexamethasone (Sigma, D4902-100 mg). The lentivirus system was used to generate KLF6-stable overexpression cell lines. The KLF6-KO AML12 cell lines were produced using the CRISPR-Cas9 system described by Luo et al. [50]. To induce anoxia, the media were replaced with serum-free and glucose-free media, and then the cells were placed in an anoxic chamber with 1% oxygen, 5% CO_2_, and balanced N_2_ at 37 °C for 6 h, followed by various reoxygenation periods. As controls, cells were routinely cultured in 21% O_2_ and 5% CO_2_ (normoxic conditions).

### Cell viability

Using the Cell Counting Kit, the influence of H/R on cell viability was determined at the indicated time points (CCK8, Dojindo, Kumamoto, Japan). The cells were plated at 5000 cells/well into 96-well plates. After H/R treatment, 5 µl of CCK8 reagent was added to each well, followed by incubation for 60 min in a humidified incubator. The optical density (OD) value at the wavelength of 450 nm was then measured using a microplate reader (Varioskan LUX, Thermo Fisher, Massachusetts, USA).

### ROS assay and Hoechst 33342 staining

Reactive Oxygen Species Assay Kit (C1300, Applygen, Beijing, China) was used in accordance with the manufacturer’s instructions to measure intracellular ROS levels. Fluorescence was detected via fluorescence microscopy (Olympus IX71, Olympus, Tokyo, Japan). Using an excitation wavelength of 535 nm and an emission wavelength of 610 nm. The positive signals of apoptotic cells were visualized by staining with Hoechst 33342 (C1028, Beyotime, Shanghai, China). Fluorescence was detected at 350 nm excitation wavelength and 461 nm emission wavelength.

### Flow cytometry

Using YF488-Annexin V apoptosis detection kit, apoptosis was measured and quantified by flow cytometry (Y6002, US Everbright Inc., Suzhou, China). Cells (5 × 10^5^ cells/well) were seeded in six-well plates. Following treatment, the cells were pancreatin-digested without EDTA, centrifuged at 300 × *g* for 5 min, and washed twice with pre-cold PBS. After that, the cells were stained with 5 μl annexin V-FITC and 5 μl PI at room temperature and in the dark for 15 min. The stained cells were analyzed on BD FACS Canto II flow cytometer (BD Biosciences, CA, USA).

### Autophagy flux analysis

AML12 WT and KO Cells were plated on glass slides in 24-well plates. After an overnight attachment, the culture was incubated for 24 h with Ad-mCherry-GFP-LC3B adenovirus (C3011, Beyotime Biotechnology, Shanghai, China). Following the indicated treatments, cells were observed using a confocal microscope (Ultraview VOX, Perkin Elmer, Waltham, MA, USA). The yellow puncta (GFP^+^mCherry^+^) represented autophagosomes, whereas the red puncta (GFP^−^mCherry^+^) represented autolysosomes. More than 20 images were randomly selected from three independent experiments and analyzed by ImageJ for quantitative comparisons.

### RNA-seq analysis

TRIzol Reagent was used to extract total RNAs for RNA-seq analysis. Stranded RNA sequencing library preparation was constructed using KCTM Stranded mRNA Library Prep Kit for Illumina® (Catalog No. DR08402, Wuhan Seqhealth Co., Ltd. China) following the manufacturer’s instruction. PCR products corresponding to 200–500 bps were enriched, quantified and finally sequenced (PE150) with Illumina NovaSeq 6000. Clean data were mapped to the mouse reference genome GRCm38 using STRA software (version 2.5.3a) with default parameters. A false discovery rate (FDR)-adjusted *p* value threshold of 0.05 and a fold-change threshold of 2 were employed to identify the set of genes that were significantly upregulated or downregulated. The raw RNA-seq data have been deposited in the National Center for Biotechnology Information (NCBI) with accession code GSE216522.

### Western blot analysis

Western blot experiments were performed as previously described [51]. In brief, whole cell or tissue extracts were prepared with RIPA lysis buffer (Beyotime, P0013B) supplemented with phosphatase inhibitors and protease inhibitors. After lysate incubation for 30 min on ice, supernatant protein was quantified using a BCA kit (Solarbio, PC0020). Equal amounts of protein were subjected to SDS-PAGE and then transferred to nitrocellulose membranes (Millipore, IPFL00010). Membranes were blocked at room temperature for 2 h in 5% milk in TBST, followed by incubation with primary antibodies in 4 °C overnight. Signals were visualized by the imaging system after incubation with secondary antibody.

Antibodies to SQSTM1/P62(#5114), LC3A/B (#12741), Beclin-1(#3495), Phospho-ULK1(Ser757) (#6888), ULK1 (#8054), Phospho-mTOR (Ser2448) (#5536), mTOR (#2983), Bax(#14796), BCL2(#3498), Cleaved Caspase-3(#9664), GAPDH(#2118) were purchased from Cell Signaling Technology (Beverly, MA, USA). Anti-β-actin (#66009-1-Ig) and anti-tubulin (#66031-1-Ig) were purchased from ProteinTech (Wuhan, China). Anti-KLF6 (#sc-365633) was obtained from SantaCruz (Dallas, TX, USA).

### RT-qPCR

Total RNA was extracted using TRIZOL (Invitrogen,15596018). Following RNA quantification and integrity confirmation, total RNA was reversed transcribed into cDNA using HiScript III RT SuperMix(Vazyme, R323-01). qPCR was carried out utilizing the SYBR Green PCR master mix (Vazyme, Q711-02). Primer sequences used in the experiments are listed in Table S1. The level of mRNA expression was normalized with β-actin expression. Each cycle of the qPCR consists of 95 °C (30 s) for denaturing, followed by 40 cycles of 95 °C (10 s) and 60 °C (30 s).

### Luciferase assays

KLF6 WT and KO AML12 cells were seeded at ~45% confluence in 24-well plates the day prior to transfection with luciferase reporter plasmids utilizing lipo3000. Briefly, cells were incubated for 6 h in 250 μl of serum-free medium containing pRL-TK-Renilla (10 ng), pGL3-Beclin1 (200 ng) or pGL3-Beclin1-mut (200 ng). Luciferase activities were measured 24 h later using the Dual-Luciferase Reporter Assay System (#E1910, Promega, Madison, WI, USA) and then normalized to Renilla luciferase values. Measurements were performed three times and results averaged.

### ChIP-qPCR

ChIP followed by quantitative real-time PCR (ChIP-qPCR) was conducted using Simple ChIP Kit (CST, # 9003) following the manufacturer’s standard instructions. In brief, cells were cross-linked in 1% formaldehyde-containing cell culture medium at room temperature for 10 min and quenched with glycine. Chromatin was sheared to ∼200-bp fragments by Micrococcal Nuclease. KLF6 (Santa Cruz, sc-365633) antibody and non-immune IgG (Santa Cruz, sc-2025) were used for ChIP. Primers used for ChIP-qPCR are as follows: forward primer: 5′- GCAAGTGGATCTCTGTGAAGTG -3′ and reverse primer: 5′- ATTCCTTAGGGA TCAGGGTGTT -3′.

### Statistical methods

All statistical analyses were performed using SPSS 21.0 (SPSS, USA) and GraphPad Prism 8 (GraphPad, USA) software. Student’s *t* test, one-way ANOVA (with Dunnett’s multiple comparison test) were used in the statistical analysis. Data in abnormal distribution were analyzed by non-parametric test. The Spearman non-parametric test was used to analyze correlations between *KLF6* relative mRNA levels and serum ALT/AST. The *χ*^2^ test was used for comparing KLF6 expression affected by clinical features of OLT patients. All experiments were repeated at least three times. In all figure legends, the information about the statistical details is indicated clearly. A *p* value <0.05 was considered statistically significant.

## Supplementary information

Reproducibility checklist

Table S2

Table S1

Figure S5

Figure S4

Figure S3

Figure S2

Figure S1

Supplementary Figure Legends

Original Data File

## Data Availability

The accession number for the RNA-Seq data reported in this paper is GSE216522 and is publicly accessible at https://www.ncbi.nlm.nih.gov/geo/. All data generated or analyzed during this study are included in this published article and its Supplementary files and available from the corresponding authors on request.

# Supplementary material for: KLF6 alleviates hepatic ischemia-reperfusion injury by inhibiting autophagy
**Source:** Cell Death Dis. 2023 Jul 1;14(7):393. doi: 10.1038/s41419-023-05872-3
**Supplement:** Supplementary file 3 — Table S1

| Gene | Sequence (5’-3’) | Species |
| --- | --- | --- |
| KLF6 forward | ACTGTCTTTTCCAACCCGAC | mouse |
| KLF6 reverse | AAGATAGCGTTCCAACTCCAG | mouse |
| β-actin forward | GGCTGTATTCCCCTCCATCG | mouse |
| β-actin reverse | CCAGTTGGTAACAATGCCATGT | mouse |
| TNF-α forward | TAGCCCACGTCGTAGCAAAC | mouse |
| TNF-α reverse | GCAGCCTTGTCCCTTGAAGA | mouse |
| IL-6 forward | AGAGACTTCCATCCAGTTGCC | mouse |
| IL-6 reverse | TCCTCTGTGAAGTCTCCTCTCC | mouse |
| CXCL2 forward | CCCAGACAGAAGTCATAGCCAC | mouse |
| CXCL2 reverse | TGGTTCTTCCGTTGAGGGAC | mouse |
| ATG13 forward | CCAGGCTCGACTTGGAGAAAA | mouse |
| ATG13 reverse | AGATTTCCACACACATAGATCGC | mouse |
| ATG14 forward | GAGGGCCTTTACGTGGCTG | mouse |
| ATG14 reverse | AATAGACGAAATCACCGCTCTG | mouse |
| ULK1 forward | GAGACCGTTGCTGACTCCAA | mouse |
| ULK1 reverse | TCCTAGAGAGAACAGGGGGC | mouse |
| Beclin1 forward | GAGGCATGGAGGGGTCTAAG | mouse |
| Beclin1 reverse | AGCTCGTGTCCAGTTTCAGAG | mouse |
| ATG3 forward | ACACGGTGAAGGGAAAGGC | mouse |
| ATG3 reverse | TGGTGGACTAAGTGATCTCCAG | mouse |
| ATG5 forward | TCACTGGCATAGCAAGGGTG | mouse |
| ATG5 reverse | ACAGTGACCAACGTAACAGCA | mouse |
| ATG7 forward | TGCCTCACCAGATCCGGGGTT | mouse |
| ATG7 reverse | CGCTAGGAAGGTGAATCCTTCTCG | mouse |
| KLF6 forward | CAAGGGAAATGGCGATGCCT | human |
| KLF6 reverse | CTTTTCTCCTGTGTGCGTCC | human |
| β-actin forward | ACCTTCTACAATGAGCTGCG | human |
| β-actin reverse | CCTGGATAGCAACGTACATGG | human |

**Table S1. Real time PCR primers.**

# Supplementary material for: KLF6 alleviates hepatic ischemia-reperfusion injury by inhibiting autophagy
**Source:** Cell Death Dis. 2023 Jul 1;14(7):393. doi: 10.1038/s41419-023-05872-3
**Supplement:** Supplementary file 9 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Fig. S1 Immunofluorescence detected the KLF6 protein expression after H/R.** Scale bar, 20 μm. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s t test. **P* < 0.05.

**Fig. S2 KLF6 knockdown exacerbates liver inflammation induced by I/R.** Liver tissue levels of inflammatory cytokines *Tnf-α*, *Il-6*, and *Cxcl2* were determined by ELISA (**a**) and RT-qPCR (**b**). Each group includes 6 mice. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s t test. **P* < 0.05.

**Fig. S3 KLF6 overexpression ameliorates liver inflammation induced by I/R.** Liver tissue levels of inflammatory cytokines *Tnf-α*, *Il-6*, and *Cxcl2* were determined by ELISA (**a**) and RT-qPCR (**b**). Each group includes 6 mice. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s t test. **P* < 0.05.

**Fig. S4 KLF6 inhibits** **inflammation in AML12 cells after H/R.** *Tnf-α, Il-6, Cxcl2* levels were determined after KLF6 knockout (**a**) or overexpression (**b**) in AML12 cells by RT-qPCR. Abbreviations: WT, wild type AML12 cells; KO, KLF6 knockout AML12 cells; Vector, AML12 cells were infected with an empty control lentiviral vector; KLF6, AML12 cells were infected with a lentiviral construct expressing KLF6. Mean values ± SD are shown, and statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple comparison test (**a**) or two-tailed Student’s t test (**b**). **P* < 0.05.

**Fig. S5 KLF6 suppresses Beclin1 expression in vitro and in vivo. a** Western blot analysis of Beclin1 protein level after KLF6 knockout or overexpression in AML12 cells. **b, c** Western blot analysis of Beclin1 protein level after adenoviral mediated KLF6 knockdown or overexpression in mice (n=6). Abbreviations: WT, wild type AML12 cells; KO, KLF6 knockout AML12 cells; KO-Vector, KO cells were infected with an empty control lentiviral vector; KO-KLF6, KO cells were infected with KLF6 overexpression lentiviruses. Mean values ± SD are shown, and statistical significance was determined by two-tailed Student’s t test. **P* < 0.05.

# Supplementary material for: KLF6 alleviates hepatic ischemia-reperfusion injury by inhibiting autophagy
**Source:** Cell Death Dis. 2023 Jul 1;14(7):393. doi: 10.1038/s41419-023-05872-3

Figure 1f

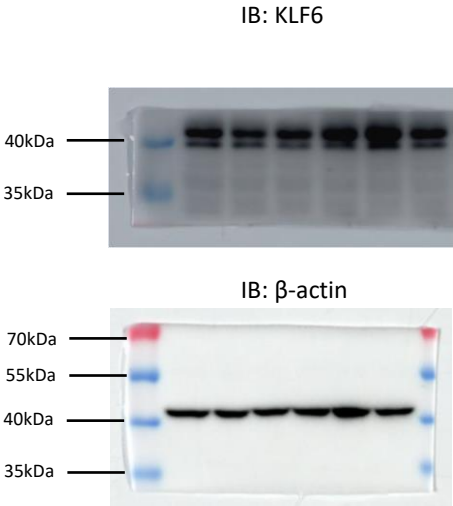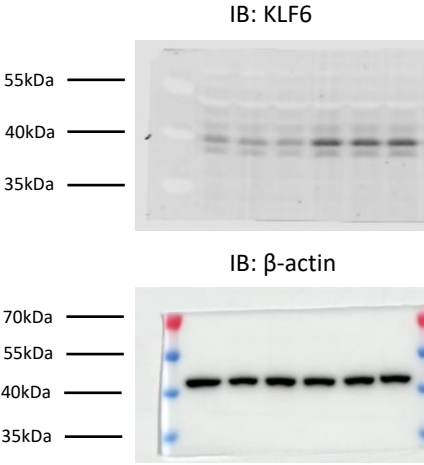

Figure 2b

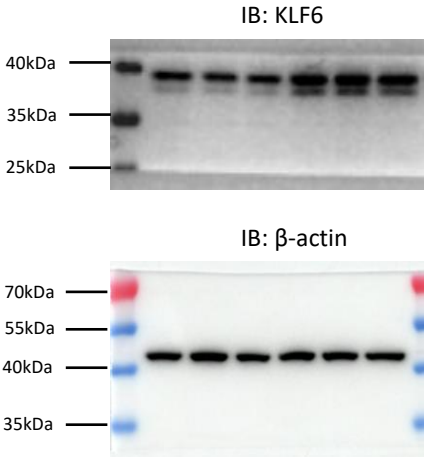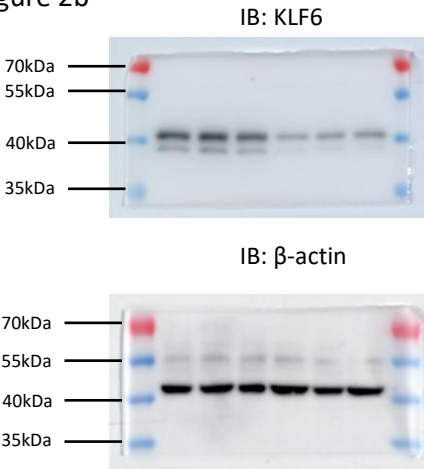

Figure 3b

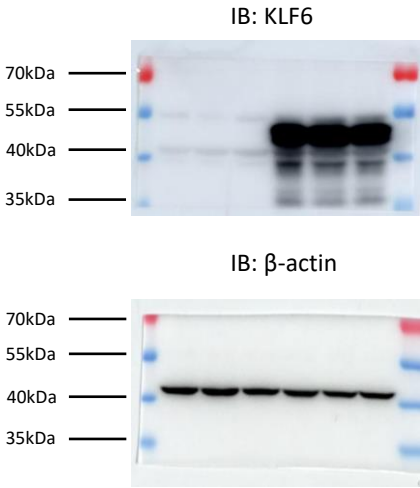

Figure 4a

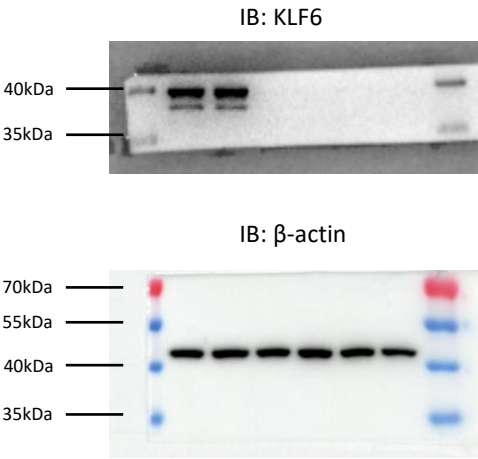

Figure 4c

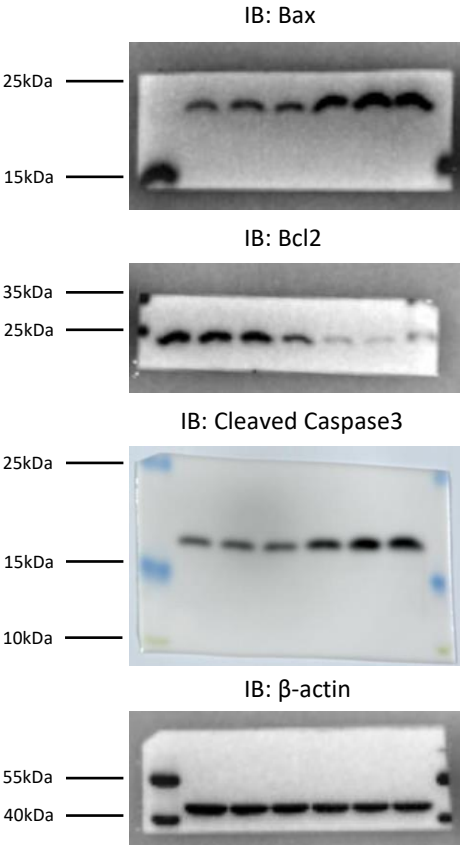

Figure 5b

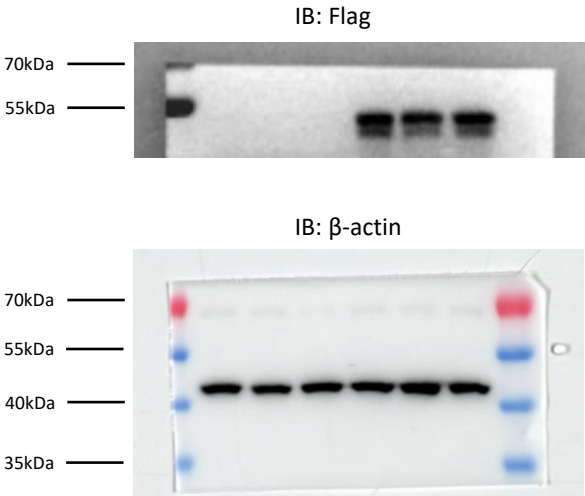

Figure 5d

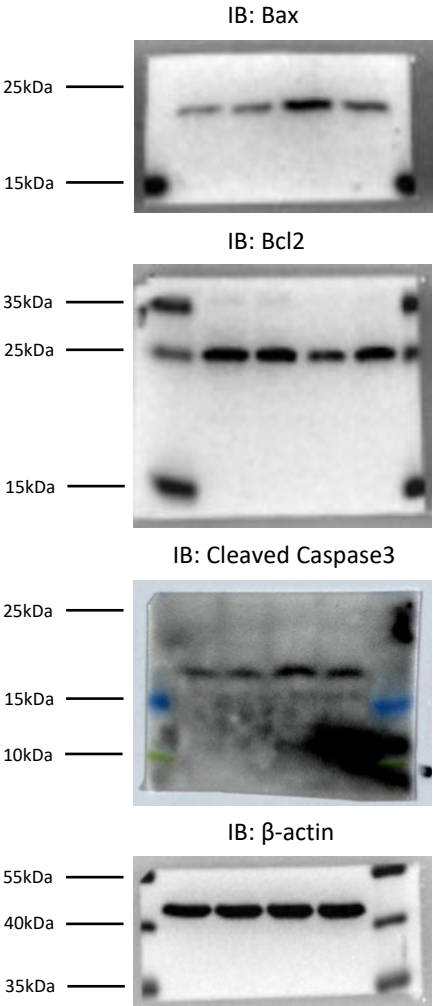

Figure 6a

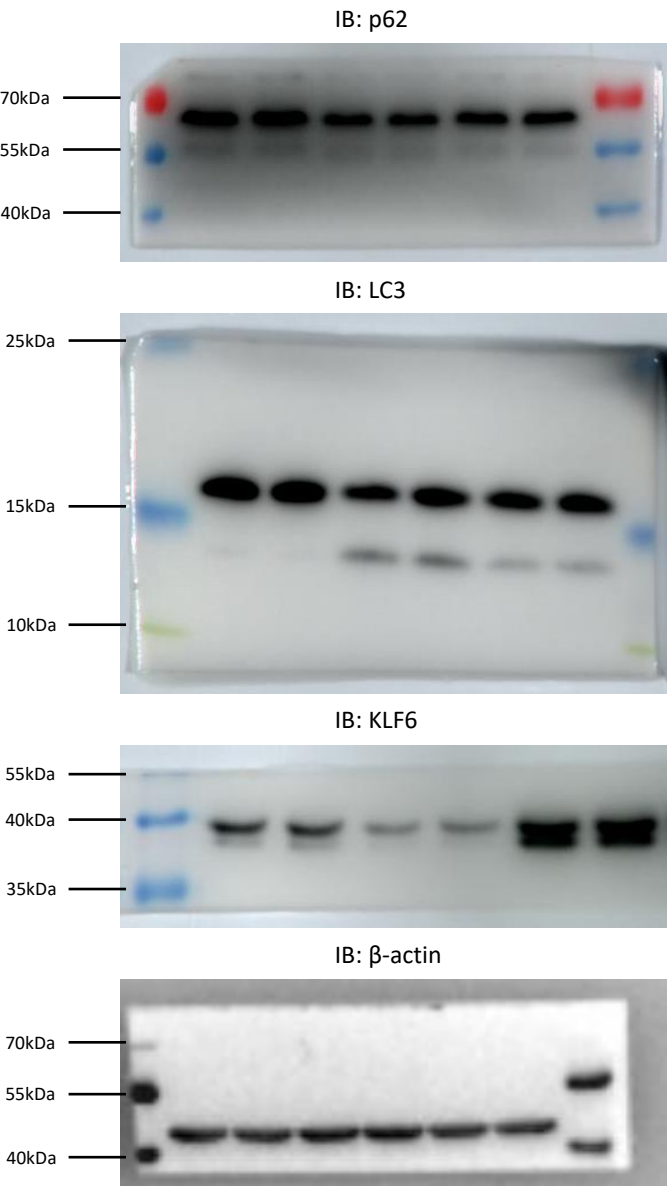

Figure 6b

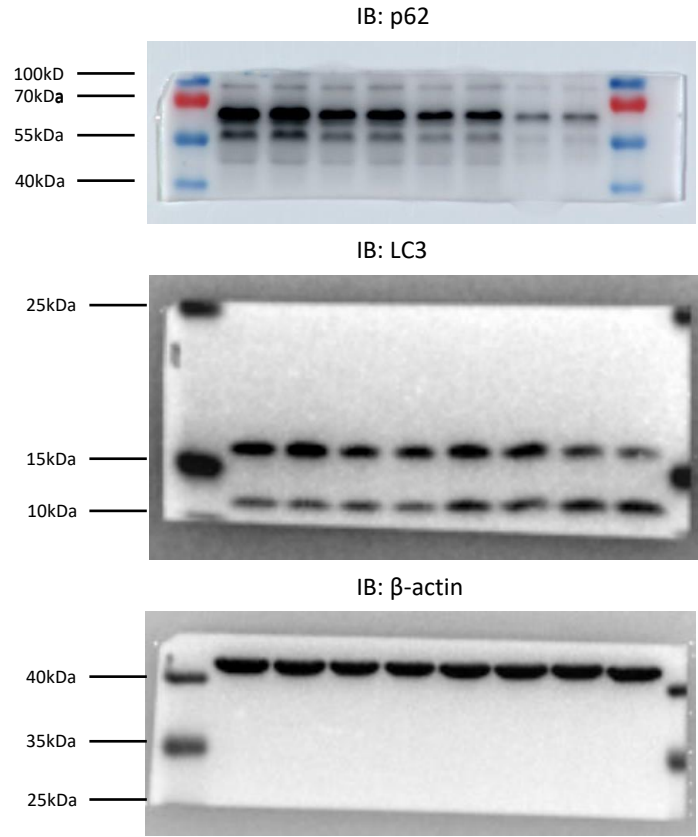

Figure 6c

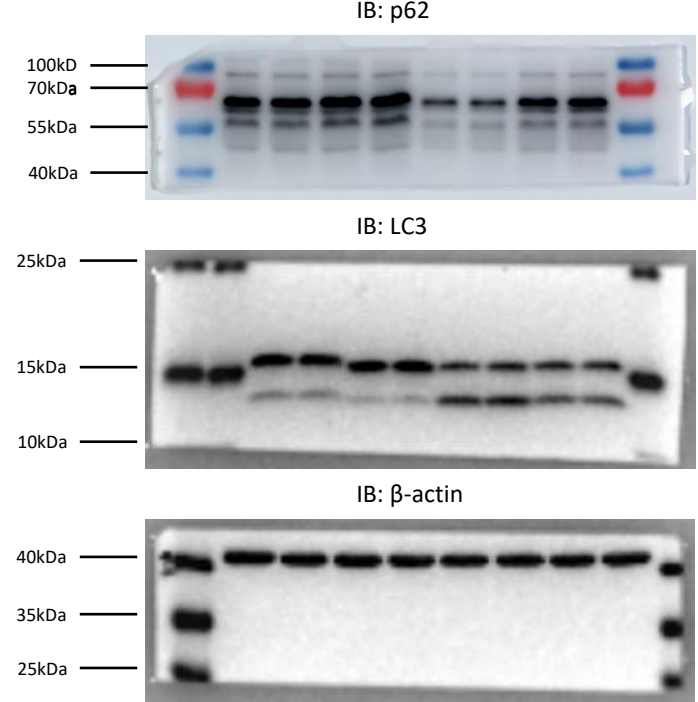

Figure 6d

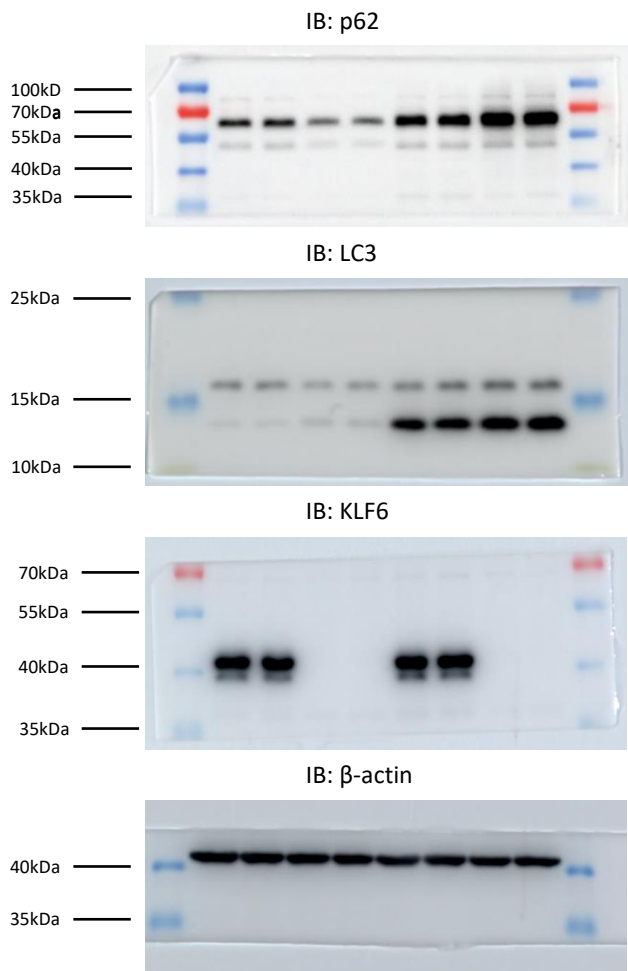

Figure 6e

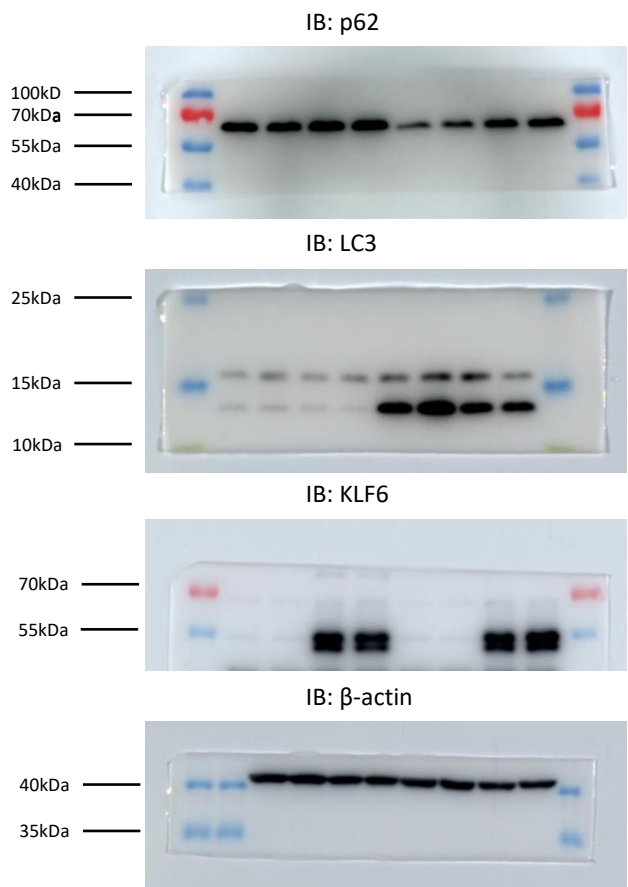

Figure 8b

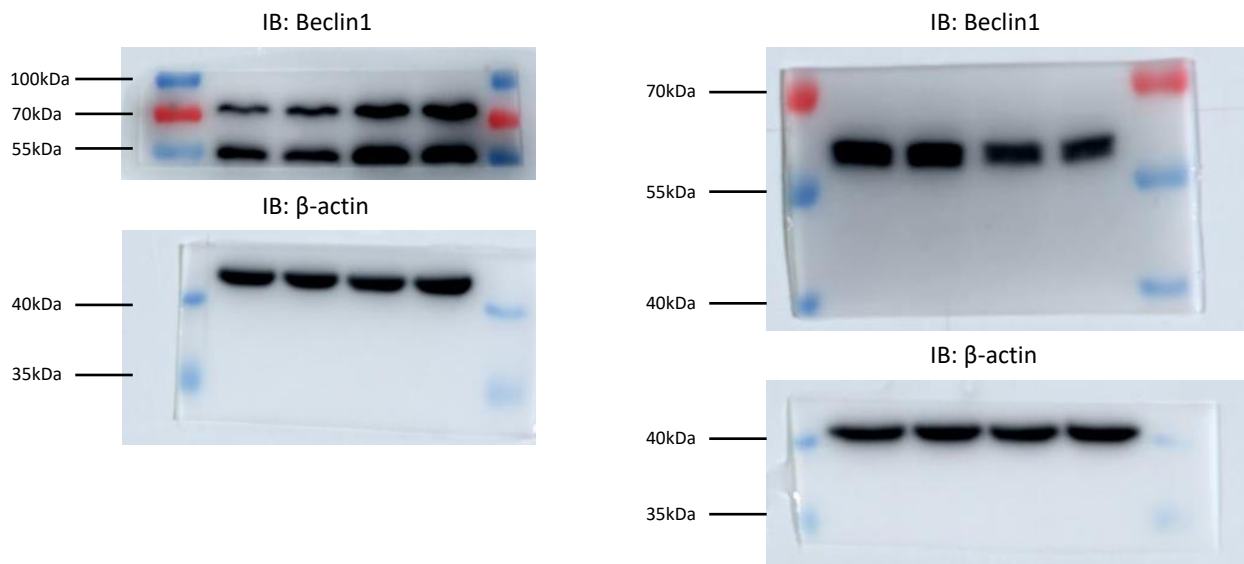

Figure S5a

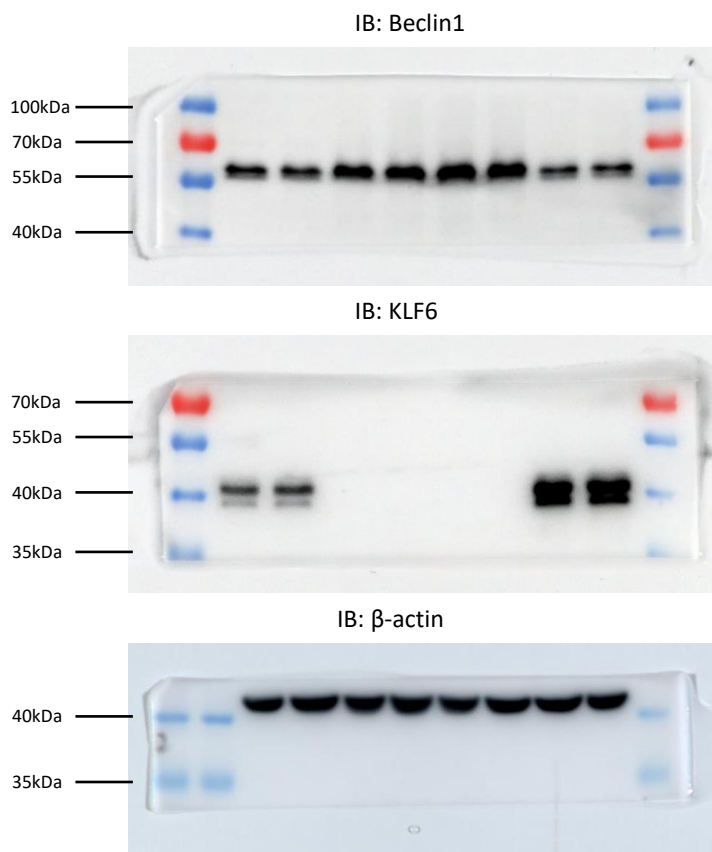

Figure S5b

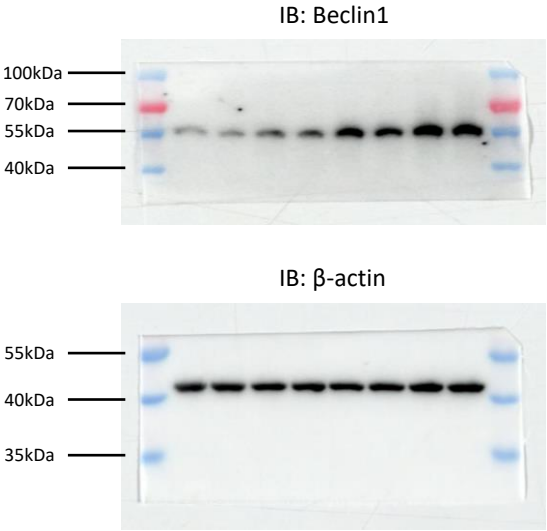

Figure S5c

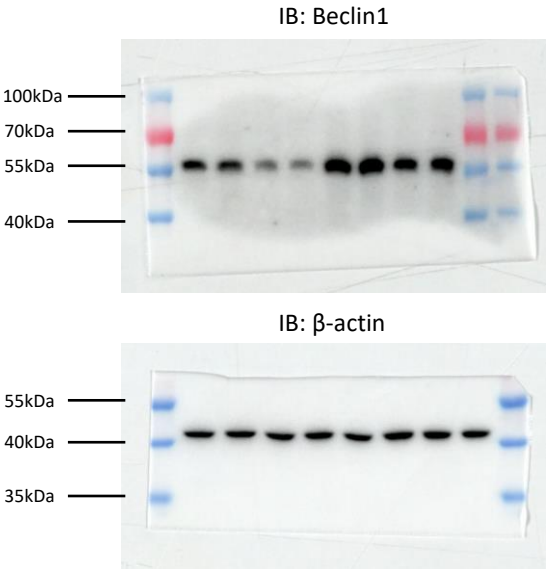

Figure 8e

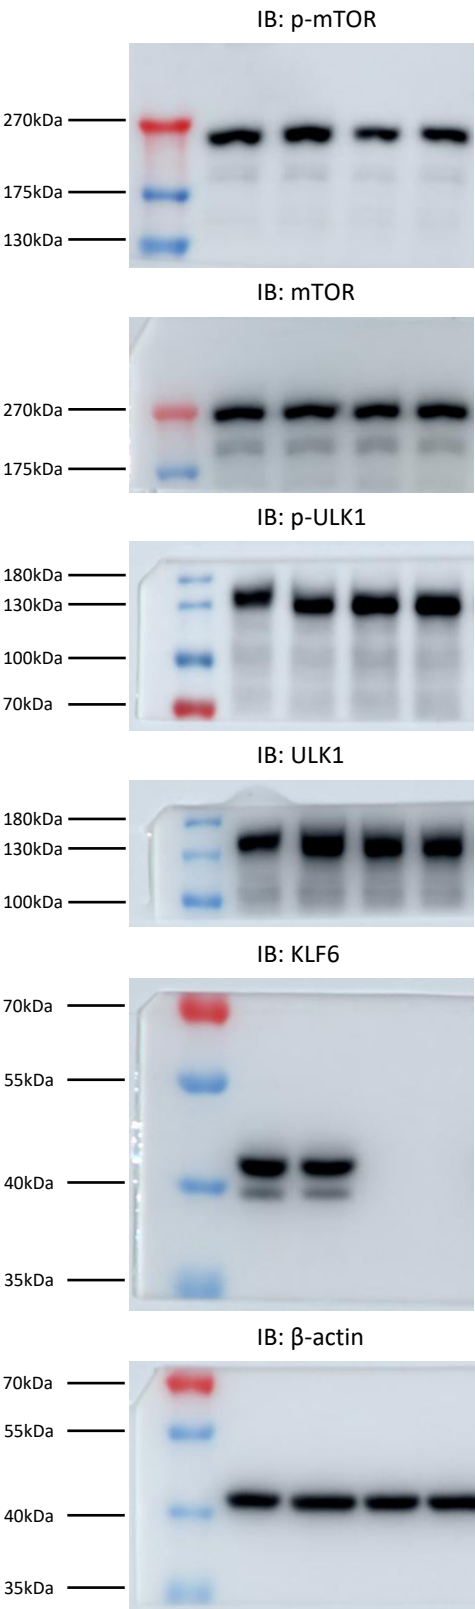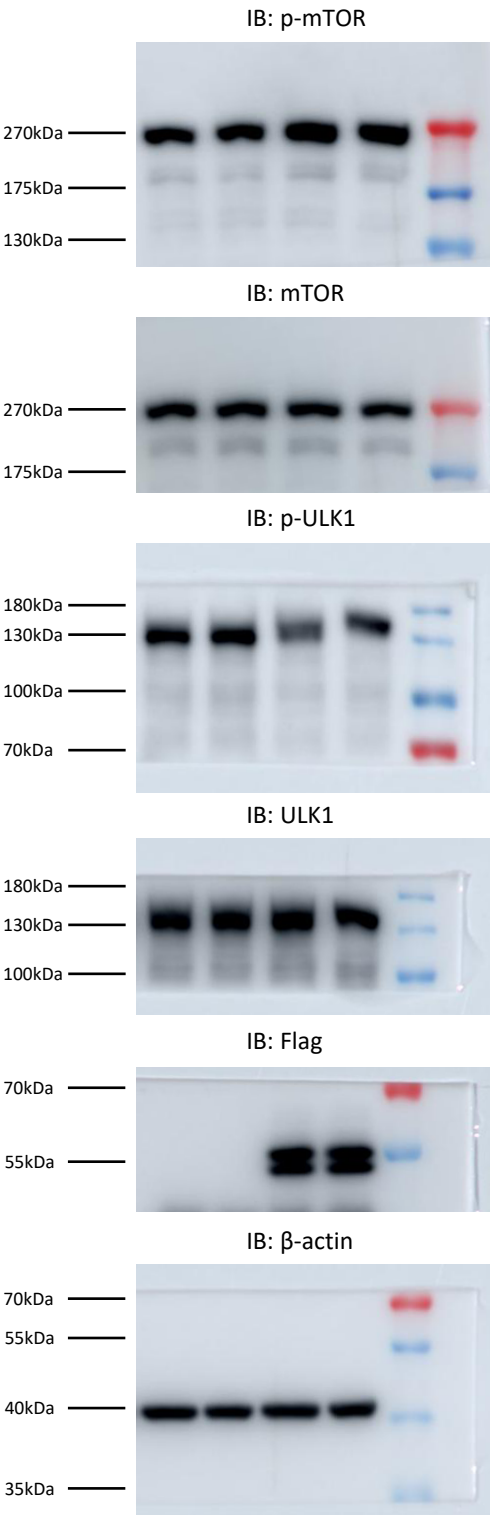

Figure 9b

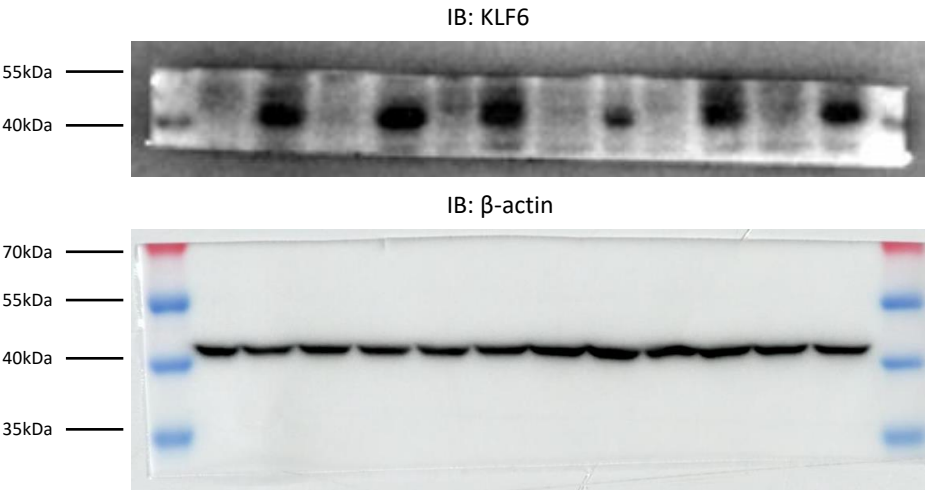

**Supplement:** Supplementary file 10 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

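The deposited data were 6 RNA-seq libraries of AML12 cells, 3 of normoxic control cells and 3 of cells after 6 h of hypoxia and 2 h of reoxygenation (H/R). Conditions and replicate numbers were taken from the sample labels and from the paper. The 2 other datasets of Fig. 1 were not analysed here.

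The paper states that total RNA was extracted with TRIzol, that stranded mRNA libraries were sequenced with paired ends on an Illumina NovaSeq instrument, and that reads were mapped to GRCm38 with software printed as STRA, which was read here as the aligner STAR. The paper's text does not name the counting program, the gene annotation or the program for differential expression. The counts deposited by the authors are whole numbers per gene without normalization. The RPKM values deposited by the authors could be recomputed from the count, the gene length and the library total in the same table, with a largest relative error of 1.13e-06. Each table lists 25330 genes, and each of these had at least 1 count in some library, so genes without counts had been removed before deposition. In 24 rows the gene symbol had been turned into a date, which is a known effect of spreadsheet programs; these rows were kept in the tests and are not named. In GENCODE release M21, also on GRCm38, 24261 genes were matched by symbol and 989 by position, and 80 were not matched. The annotation was used for gene types and for GC content, which came from the longest transcript of each gene and was known for 99.7% of genes. Coordinates are those of the deposited tables, counted from 1.

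Exons of 7571 genes overlap an exon of another gene in the tables. Whether reads were counted by strand was checked on genes with at least 95% of their exon length inside the exons of a gene with at least 600 counts. The median ratio of their RPKM to that gene's was 0.957 for 209 pairs on opposite strands and 0.328 for 290 pairs on the same strand. Nested genes without counts could not enter these pairs, so the ratios do not settle how reads were counted. Values of overlapping genes, antisense genes and near-identical copies are therefore uncertain. This also holds for named genes whose overlap is not marked elsewhere, which are Hspa1a, Bax, Bcl2, Klf3, Gapdh, Ttr and Map1lc3b. The overlapping fraction of their exon length is 0.190 for Hspa1a and 0.122 for Bax. For the others it lies between 0.008 (Map1lc3b) and 0.061 (Bcl2).

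Total counts ranged from 21026650 to 21854790 in the control libraries (median 21318625) and from 20438746 to 21742441 in the H/R libraries (median 20525898). The 10 genes with the most counts held between 5.44% and 5.96% of the counts of a library. At this depth a gene with 3 counts or fewer in every library of a group was treated as at the floor, and no fold change is given for genes at the floor in both groups.

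Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, dispersions were estimated with estimateDisp, and the groups were compared with glmQLFit (robust) and glmQLFTest, with Benjamini-Hochberg adjustment over the 14020 genes tested. A gene was called when its adjusted p was under 0.05 and its fitted fold change was at least 2 in either direction, the 2 thresholds of the paper. Standard errors of log2 fold changes were derived from the F statistic. Means and SD per group are of counts divided by the effective library size and multiplied by the mean effective library size. Exact permutation tests were two-sided.

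Gene sets were tested with camera of limma 3.58.1 on edgeR's log2 CPM values with a prior count of 2 and a preset correlation of 0.01. The 12 response sets (hypoxia, immediate-early genes, ATF4, ER stress, NRF2, cholesterol synthesis, glucocorticoid, lysosome, p53, NF-kB, cell cycle and hepatocyte genes) and the lists of autophagy genes, inflammatory factors, blotted proteins and KLF family genes were written before the data were examined, as were the comparison, the tests and the alternatives except where stated. The genes named are Klf6, the genes on the lists taken from the paper and the KLF family, the 5 called genes with the largest log2 fold change in each direction among those with a mean count of at least 100 and no overlap between groups, and at most 2 genes of a response set. The result of 1 gene on the list of blotted proteins is not reported here. Lists of genes abundant in liver, of liver transcription factors, of blood and non-hepatocyte liver cells, and of kidney, pancreas, intestine, skeletal muscle and brain were written after 1 control library had been seen to hold liver transcripts.

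The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper quartile scaling, library totals alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, an offset on GC content and gene length (splines with 5 degrees of freedom, without and with the block), non-robust dispersions, a limma-trend fit on log2(RPKM + 1) and on log2(RPKM + 0.1), and leaving out each library in turn. For the number of called genes they also included the likelihood ratio test, a test against a 2-fold threshold, unadjusted p-values, fold-change thresholds of 1.5 and 4, and protein-coding genes only. For the gene sets they included camera with an estimated correlation and fry.

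The fits were tested on simulated counts drawn from the means and library totals of the real genes with 200 genes changed by known amounts. Every simulated gene had the same spread between replicates. The changed genes were well counted and changed more than 2-fold in either direction, so they were easy to recover. Far more genes changed in the real libraries, many of them by less, so the simulation does not measure the error rate there. The quasi-likelihood fit recovered 200 of the 200 genes, and 3.38% of its 207 calls among 14026 genes tested were false. Across the 9 other fits run on the simulated counts, between 99% and 100% of the 200 genes were recovered, and at most 8.68% of calls were false. The likelihood ratio test, the test against a 2-fold threshold, the fit on log2(RPKM + 0.1) and the offset on GC content and length with the block were not among them.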

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

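The tests of the liver transcripts and of the heat shock genes in this part were chosen only after the values had been seen.

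Normoxic control replicate 1 held transcripts that the other 5 libraries lacked, a signal that the paper does not discuss. In that library 59 genes had at least 10 counts while each of the other 5 libraries had at most 2. The same count was 1 in control replicate 2, 1 in control replicate 3 and 0, 0 and 2 in H/R replicates 1, 2 and 3. The genes were mostly genes of adult liver, such as Apoa4 with 66 counts, Serpina1a and Fga with 61 each, Fgb with 52 and Cyp2e1 with 45, which were chosen as examples after their values were seen. A difference in library size is argued against, because the total of control replicate 1 was 1.03 times the mean of the other 2 controls. Of a list of 40 genes abundant in liver, 26 were at 2 counts or fewer in each of the other 5 libraries, and 18 of these had at least 10 counts in control replicate 1. Of 32 genes of this list with 10 counts or more over the 3 control libraries, 31 were higher relative to the library total in control replicate 1 than in the mean of the other 2, with a median log2 ratio of 3.50. The study's cell line expresses several of these genes itself, and Alb had 542 counts in control replicate 1 against 132 and 209. None of the genes on the lists for blood and non-hepatocyte liver cells, pancreas, intestine, skeletal muscle and brain met the same criterion, and 2 of the kidney list did, Slc27a2 and Pck1. The median log2 ratio was 0.05 for kidney, -0.24 for pancreas, 0.09 for intestine, -0.20 for skeletal muscle and -0.04 for brain. No gene of the blood and non-hepatocyte list reached 10 counts over the controls, so that list cannot tell whether such cells contributed. A more differentiated state of the whole culture is argued against by the liver transcription factors. Of 12 listed, 11 had 10 counts or more over the controls, and their median log2 ratio was -0.0645, with 2 of the 11 higher. A candidate explanation, found and tested on the same data, is a trace of RNA or reads from liver or from hepatocytes other than the culture. A small share of differentiated cells in that culture, and whether the trace entered as RNA or as reads of another library, were not tested. No condition in the design separates control replicate 1 from the other controls, so no biological explanation other than the state of the whole culture was tested. The ribosomal transcript Rn18s-rs5 also had 131335 counts in control replicate 1 and from 28347 to 43775 in the others. Of the 599 genes called lower after H/R, 550 were called lower again without control replicate 1 and 49 were not, and 632 were called lower in all without it. Of the 40 liver genes, 9 could be tested, and 3 were called lower with all libraries and 3 without control replicate 1. The log2 fold change of Alb moved from -2.85 to -2.07 without it.

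The immediate-early gene set, which the paper does not discuss, was higher after H/R than in the control libraries, with a median log2 fold change of 1.95 over 24 tested genes, all 24 of them higher at an adjusted p under 0.05. The hypoxia set had a median of 1.49 over 25 tested genes, 23 of them higher and none lower at that threshold. The adjusted p of camera with its preset correlation was 1.37e-12 for each set. With an estimated correlation it was 0.0656 for each, so neither set was called. The adjusted p of fry was 6.71e-06 for the immediate-early set and 4.02e-06 for the hypoxia set. The strength of both calls therefore depends on the test. Scaling is argued against as the cause of the rise in either set. Under the 3 other scalings the immediate-early median stayed between 1.84 and 1.96, and the hypoxia median between 1.39 and 1.503. Had 2 h of reoxygenation removed a hypoxia response, the hypoxia set would show no shift. Its median of 1.49 does not decide this, because the H/R cells also had serum-free and glucose-free medium and the effects of oxygen and medium cannot be told apart. For the immediate-early set the same explanations stay open and untested.

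The heat shock gene Hspa1b, which the paper does not discuss, had a log2 fold change of 6.68 (adjusted p = 1.36e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in 3 of 3 H/R libraries than in every control library. Because Hspa1a is a near-identical copy, reads could have moved between the 2 genes. This is argued against as the cause of the rise by the sum of both genes, which had a log2 fold change of 6.56. The value of Hspa1b stayed between 6.57 and 6.71 under the 3 other scalings, and between 6.32 and 7.08 with 1 library left out. It was 3.51 on log2(RPKM + 1), a scale that understates the change of low genes. Hypoxia, reoxygenation and the medium stay open as biological explanations and were not tested apart.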

How the results depend on the processing

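Klf6 kept its increase and an adjusted p under 0.05 in all 17 alternatives run for it, with log2 fold changes from 1.22 to 1.40 and adjusted p from 1.03e-172 (no filter on low counts) to 5.91e-07 (limma-trend fit on log2(RPKM + 1)). The number of genes at an adjusted p under 0.05 stayed between 7882 and 8841 in the 17 alternatives set before the data were examined.

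The number of genes past both thresholds was 1195 and stayed within 1.5 times that in 19 of the 23 alternatives set before the data were examined. A limma-trend fit on log2(RPKM + 1) called 406 genes (222 higher, 184 lower). The same fit on log2(RPKM + 0.1) called 974, so most of the drop goes with the pseudocount of 1, which shrinks the changes of genes with low values. A test against a 2-fold threshold called 474 genes (308 higher, 166 lower), because it asks for evidence of a change beyond 2-fold. A fold-change threshold of 1.5 gave 3420 genes (1593 higher, 1827 lower) and a threshold of 4 gave 162 genes (113 higher, 49 lower), by construction. With 1 library left out, the count was between 1211 and 1291, and between 1080 and 1104 of the 1195 genes were called again. In an alternative chosen after seeing the data, genes that share exon sequence with another gene were left out. Of the 8425 genes that remained, 772 were past both thresholds, 369 of them higher, and 5366 had an adjusted p under 0.05, since fewer genes were tested. The share of higher genes was 49.9% with TMM factors, 41.3% with upper quartile scaling and 37.0% with library totals alone.

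Across genes as a whole, no pairing of the libraries by replicate number was seen. The correlation between the deviations of same-numbered libraries from their group means was -0.03, 0.00 and -0.01 for replicates 1, 2 and 3. With the replicate number as a block, 1200 genes were called, 1192 of them among the 1195, and the log2 fold change of Klf6 was 1.39.

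The number of inflammatory factors called was 1 (Cxcl2) and fell to 0 when at least 10 counts were required in every library, which left none of the 3 genes to test. The number of gene sets called by camera was 10 of 12. With an estimated correlation it was 0, with 5 sets at an unadjusted p under 0.05 and the lowest adjusted p at 0.0656, while fry called 12; the cause was not tested.

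Becn1, Klf12 and Bax, which did not pass the threshold, changed sign. The log2 fold change of Becn1 was -0.00578 with upper quartile scaling, -0.0399 with library totals, -0.0375 on log2(RPKM + 1) and -0.0398 on log2(RPKM + 0.1). That of Klf12 was -0.0226, -0.0565, -0.0321 and -0.0488 in the same order, and ranged from -0.0523 to 0.153 with 1 library left out. That of Bax was -0.0138 with library totals, -0.0124 on log2(RPKM + 1) and -0.0126 on log2(RPKM + 0.1). These reversals follow the scaling, which moved the median log2 fold change of all tested genes from -0.01 to -0.0844 with upper quartile scaling and -0.119 with library totals, on which the RPKM values are also based. The reversals of Klf12 with 1 library left out lie within its standard error of 0.181. Among the other comparisons of named genes and sets, 26 became weaker and 11 stronger on all 6 libraries, and 10 became weaker and 5 stronger with 1 library left out, each without a change of direction. The depth limits Tnf and Il6, which had at most 2 counts in any library.

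Other splits of the 6 libraries into 2 groups of 3 were fitted in the same way. Of 10 splits, 1, the real one, gave as many genes past both thresholds, as many in each direction, as many at an adjusted p under 0.05 and as many called autophagy genes, inflammatory factors and KLF genes; the other splits gave 0 genes at an adjusted p under 0.05. For the gene sets, 2 of the 10 splits gave as many called sets, the other being the split that put control replicates 1 and 2 with H/R replicate 1. The 9 splits that mixed the groups gave from 5 to 10 called sets although no gene passed. Each of them sets 2 libraries of one group and 1 of the other against the rest, so part of the difference between H/R and control stays in it. The mixing also widens the spread within each group, so the counts of 0 genes could hardly have come out otherwise. Those counts do not measure false calls. With 10 splits the share cannot fall under 0.1.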

Differences from the paper's values

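The regions of the Venn diagram that belong to the AML12 dataset sum to about 280 differentially expressed genes in Fig. 1c of the paper, read by eye, whereas 1195 genes passed the paper's 2 thresholds here. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's value, the limma-trend fit on log2(RPKM + 1) with 406 genes. The others did not, among them a test against a 2-fold threshold with 474 genes and a fold-change threshold of 4 with 162 genes.

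The paper's RT-qPCR in AML12 cells shows a Klf6 mRNA level of about 5.1 times the control in Fig. 1e, read by eye, with an SD of about 1.6, whereas the RNA-seq counts gave a 2.61-fold increase. The paper normalized RT-qPCR to β-actin, and the 2 values come from different assays. None of the alternatives set before the data were examined closed the gap, with values from 2.33 to 2.65. Relative to Actb, a comparison chosen after seeing the values, the increase in the RNA-seq counts was 1.87-fold, farther from the paper's value.

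The volcano plot of the AML12 dataset reaches a log2 fold change of about 3.0 in Fig. 1b of the paper, read by eye. Here the largest log2 fold change among called genes with a mean count of at least 100 was 6.68, for Hspa1b, and 47 called genes of any mean count had a fitted value beyond 3 in either direction. None of the alternatives set before the data were examined closed the gap; the closest was the limma-trend fit on log2(RPKM + 1), with 3.89. The limit to a mean count of at least 100 was set for this comparison after the largest fitted value without it had been seen to belong to Syt7, a gene with 0 counts in every control library. The paper's text does not state whether the plot shows every gene.

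At the lower end, the same plot reaches a log2 fold change of about -2.5 in Fig. 1b, read by eye. Here the lowest value among called genes with a mean count of at least 100 was -3.07, for Ttr, with a standard error of 0.538. Of the alternatives set before the data were examined, the limma-trend fit on log2(RPKM + 1) with -2.46 and the fits without control replicate 1 (-3.01), control replicate 3 (-2.81) and H/R replicate 2 (-2.75) lay within that standard error of the paper's value, and the others did not.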

Other observations

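The tests of scaling for Actb and the KLF family and of the strand in counting were chosen only after the result was seen. So was the comparison of Klf6 relative to Actb. The others were chosen before.

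Klf6 was one of several KLF family genes that rose. Of 17 family members, 12 could be tested, and 9 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also 9 when adjusted over the list alone, all 9 higher after H/R. The log2 fold changes were 1.48 for Klf5 (standard error 0.073), 1.41 for Klf3, 1.39 for Klf6 (standard error 0.046), 1.30 for Klf4, 1.07 for Klf7, whose exons overlap Gm26649, 0.83 for Klf16, 0.74 for Klf10, 0.50 for Klf13 and 0.31 for Klf9. Whether Klf3 or Klf5 rose more than Klf6 was not tested. Klf11, Klf12 and Klf15 did not pass the threshold. The median of the 12 genes was 0.78, and at its lowest under the 3 other scalings it was 0.68, which argues against scaling as the cause; Klf12 changed sign under upper quartile scaling and library totals.

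Technical explanations for the increase of Klf6 were weighed in the same way. Its log2 fold change was 1.28 at its lowest under other scalings, 1.40 with an offset on GC content and gene length, and 1.36 at its lowest with 1 library left out, which argues against scaling, a GC or length trend and a single library. As a hypothesis, the increase may be part of a broad immediate-early response, since that set, which leaves out Klf6 but holds Klf4 and Klf10, had a median log2 fold change of 1.95. A specific response of Klf6 was not tested apart from it.

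Of the 7 autophagy genes for which the paper measured transcripts in KLF6 knockout and overexpressing cells (Fig. 8a), 6 had an adjusted p under 0.05 after H/R in these wild-type cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also 6 when adjusted over the list alone. Atg13, Atg14, Atg3, Atg7 and Atg5 rose by log2 fold changes of 0.96, 0.72, 0.39, 0.25 and 0.19, and Ulk1 had -0.71. The calls of Atg5 and Atg7 were lost with library totals alone (0.088 and 0.14), on log2(RPKM + 1) (0.085 and 0.11) and on log2(RPKM + 0.1) (0.09 and 0.14), and that of Atg5 also with upper quartile scaling (0.12) and without control replicate 2 (0.14). Becn1 had a normalized count of 2175 ± 43.6 in control and 2274 ± 10.2 in H/R cells (SD, n = 3 each), a log2 fold change of 0.064 (standard error 0.044, adjusted p = 0.202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each H/R library lay above each control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow), but its sign changed with upper quartile scaling and library totals. Of the exon length of Becn1, a fraction of 0.439 overlaps Cntd1 on the opposite strand, so its count is uncertain. Among genes of blotted proteins, Sqstm1 had 0.86, Bcl2 -0.76 and Mtor -0.25, each with an adjusted p under 0.05 in the same test, while Bax at 0.09 and Map1lc3b at -0.07 did not pass the threshold. Map1lc3b passed it as lower with upper quartile scaling (-0.14), library totals (-0.17), the offset on GC content and length without and with the replicate block (-0.099 each), log2(RPKM + 1) (-0.16) and log2(RPKM + 0.1) (-0.17). Bax passed it as higher without control replicate 2 (0.14) and with the offset and the block (0.11). The call of Map1lc3a (0.53) was lost with each of the 3 other scalings, on the RPKM scales and without any of control replicates 1 and 2 and H/R replicates 2 and 3, and its log2 fold change was 0.27 without H/R replicate 2. The exons of Sqstm1 overlap a gene on the opposite strand over a fraction of 0.173 of their length. These are transcript levels, and protein levels were not measured in these libraries.

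Of the inflammatory factors whose transcripts the paper measured in KLF6 knockout and overexpressing AML12 cells after H/R (Fig. S4), Tnf and Il6 had at most 2 counts in any of the 6 wild-type libraries and could not be compared at this depth. Cxcl2 had 6, 2 and 5 counts in control and 60, 73 and 73 in H/R libraries, a log2 fold change of 4.08 (standard error 0.315, adjusted p = 1.40e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the 1 gene of the 3 that could be tested, also when adjusted over the list alone). On log2(RPKM + 1), a scale that understates the change of low genes, its log2 fold change was 1.24.

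The transcripts of Actb and Gapdh, which encode reference proteins named in the paper, changed; tubulin genes were not examined. Actb had a log2 fold change of 0.48 (standard error 0.045, adjusted p = 2.12e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Gapdh 0.45, each higher in 3 of 3 H/R libraries than in every control library. Scaling is argued against as the cause of the change in Actb by its value of 0.38 at its lowest under the 3 other scalings. Relative to Actb, the increase of Klf6 in these counts was 1.87-fold.

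Over the other response sets, the median log2 fold change was 0.98 for p53, 0.74 for NF-kB, 0.67 for ATF4, 0.31 for ER stress, 0.18 for lysosome, 0.13 for glucocorticoid, -0.34 for NRF2, -0.54 for cell cycle, -0.69 for cholesterol synthesis and -1.26 for the 6 hepatocyte genes, of 16 listed, that could be tested. Without the filter on low counts the hepatocyte median was -4.03. That value includes the 10 other genes, which had at most 2 counts in each library but control replicate 1, so it rests on that library. With the hypoxia and immediate-early sets, 10 of 12 passed an adjusted p of 0.05 in camera and the lysosome and NRF2 sets did not. No call held with an estimated correlation, while fry called all 12. The glucocorticoid call was also lost with library totals alone (median 0.029), on the RPKM scales (0.034 each) and without H/R replicate 3 (0.12). The lysosome set passed without the filter on low counts (0.18) and without control replicate 1 (0.17), H/R replicate 1 (0.20) or H/R replicate 2 (0.22). The NRF2 set passed without that filter (-0.35) and without control replicate 2 (-0.32). The H/R medium lacked serum and glucose. Medium and hypoxia cannot be told apart in these libraries, since the H/R cells had both. Lipoprotein withdrawal predicts higher sterol synthesis genes. The median was -0.69, with 18 of 19 genes lower at an adjusted p under 0.05, which is the opposite of that prediction, but an effect of hypoxia in the other direction could hide it. The paper does not state whether dexamethasone was left out too, or which medium was used during reoxygenation. If dexamethasone was left out, its loss predicts lower glucocorticoid targets. Their median of 0.13 did not meet that prediction, but with 6 genes higher and 2 lower at that threshold of 13 tested, the members went both ways and the median decides nothing. Glucose deprivation predicts a higher ER stress set, and the median of 0.31 met that prediction, as hypoxia alone could also do.

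Genes on opposite strands that share exon sequence both carried counts. A candidate explanation is counting without regard to strand. Under it, a gene nested in the exons of a gene on the other strand would have a similar RPKM. The median ratio over 209 such pairs was 0.957, with quartiles of 0.231 and 2.78. Nested genes without counts had been removed before deposition and could not enter these pairs, so the median does not decide this. Genes nested on the same strand had a median ratio of 0.328 over 290 pairs, so how reads in shared exons were divided between genes stays open. No biological explanation was tested. Antisense genes among the 1195 called genes may therefore carry the change of the gene on the other strand; 426 of the 1195 share exon sequence with another gene.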
